# EIN2-dependent regulation of acetylation of histone H3K14 and non-canonical histone H3K23 in ethylene signalling

**DOI:** 10.1038/ncomms13018

**Published:** 2016-10-03

**Authors:** Fan Zhang, Bin Qi, Likai Wang, Bo Zhao, Siddharth Rode, Nathaniel D. Riggan, Joseph R. Ecker, Hong Qiao

## Abstract

Ethylene gas is essential for many developmental processes and stress responses in plants. EIN2 plays a key role in ethylene signalling but its function remains enigmatic. Here, we show that ethylene specifically elevates acetylation of histone H3K14 and the non-canonical acetylation of H3K23 in etiolated seedlings. The up-regulation of these two histone marks positively correlates with ethylene-regulated transcription activation, and the elevation requires EIN2. Both EIN2 and EIN3 interact with a SANT domain protein named EIN2 nuclear associated protein 1 (ENAP1), overexpression of which results in elevation of histone acetylation and enhanced ethylene-inducible gene expression in an EIN2-dependent manner. On the basis of these findings we propose a model where, in the presence of ethylene, the EIN2 C terminus contributes to downstream signalling via the elevation of acetylation at H3K14 and H3K23. ENAP1 may potentially mediate ethylene-induced histone acetylation via its interactions with EIN2 C terminus.

## Abstract (web summary)

The translocation of the C-terminal domain of EIN2 to the nucleus is essential for induction of gene expression in response to the plant hormone ethylene. Here, Zhang *et al.* show that EIN2 is required for ethylene-inducible elevation of histone acetylation marks associated with transcriptional activation.

The plant hormone ethylene (C_2_H_4_) is essential for a myriad of physiological and developmental processes. It is important in the response to stresses such as drought, cold, flooding, pathogen infection^1^,^2^; and modulates stem cell division^1^. Interestingly, a recent study showed that the common aquatic ancestor of plants possessed the ethylene signalling pathway and shares similar functional mechanism as *Arabidopsis*^2^. Molecular genetic dissection has revealed that ethylene is perceived by a family of receptors bound to the membrane of the endoplasmic reticulum that are similar in sequence and structure to bacterial two-component histidine kinases^3^,^4^. Each receptor has an N-terminal transmembrane domain, and the receptors form dimers that bind ethylene via a copper cofactor, most likely provided by the copper transporter RESPONSIVE TO ANTAGONIST 1 (RAN1)^5^,^6^,^7^,^8^,^9^. Signalling from one of the receptors, ETHYLENE RESPONSE 1 (ETR1), is promoted by interaction with another ER-localized protein REVERSION-TO-ETHYLENE-SENSITIVITY 1 (RTE1)^10^. The ethylene receptors function redundantly to negatively regulate ethylene responses^11^ via a downstream Raf-like protein kinase called CONSTITUTIVE TRIPLE RESPONSE 1 (CTR1)^12^,^13^.

In the absence of ethylene, both the ethylene receptors and CTR1 are active, and CTR1 is associated with the ER membrane, where it directly interacts with ETR1 (refs 13, 14). Recent studies have shown that in the absence of ethylene, CTR1 phosphorylates ETHYLENE INSENSTIVE 2 (EIN2)^15^, which is an essential positive regulator of ethylene signalling. The CTR1-mediated phosphorylation of EIN2 C-terminal end (CEND) leads to the repression of EIN2 activity^15^. EIN2 has a large (∼800 amino acid) CEND, and its N-terminal region has a high degree of sequence identity with the NRAMP family of metal transporters^16^. In the absence of ethylene gas, EIN2 is localized to the ER membrane and interacts with ETR1 (ref. 17) and two F-box proteins called ETP1 and ETP2, which mediate protein degradation of EIN2 via the ubiquitin-proteasome pathway^18^. In the presence of ethylene gas, the CEND of EIN2 is dephosphorylated through an unknown mechanism. The dephosphorylated EIN2 CEND is cleaved and translocated into both the nucleus^15^,^19^,^20^ and the P-body. Interestingly, EIN2 C-terminal end mediates translation repression of EBF1 and EBF2 at P-body^21^,^22^. In the nucleus, the EIN2 CEND transduces signals to the transcription factors ETHYLENE INSENSTIVE 3 (EIN3) and ETHYLENE INSENSITIVE 3-LIKE 1 (EIL1), which are sufficient and necessary for activation of all ethylene-response genes^23^, leading to the ethylene-induced transcription activation.

Both genetics and molecular studies have demonstrated that EIN3 and EIL1 are the positive regulators of the ethylene response^23^,^24^,^25^. Most of the differential expressed genes in the presence of ethylene are up-regulated in an EIN3/EIL1-dependent manner^25^. EIN3 targets have been identified by chromatin immunoprecipitation, using a specific anti-EIN3 antibody, followed by high throughput sequencing (ChIP-seq)^25^, further confirming EIN3 is a positive regulator of ethylene signalling. Recent studies have provided significant insight into the molecular mechanisms involved in ethylene signaling^19^,^20^; however, the nuclear events after the EIN2 C-terminal end is translocated into the nucleus remain poorly understood.

In this study, we demonstrate that the acetylation of lysine 14 of histone H3 (H3K14Ac) and non-canonical acetylation of lysine 23 of histone H3 (H3K23Ac) are up-regulated by ethylene. Levels of these histone marks are positively associated with expression of a set of ethylene-regulated EIN3 targets as determined previously by ChIP-seq^25^. Most importantly, we demonstrated that EIN2 is required for the elevation of H3K14Ac and H3K23Ac. In addition, we found that the EIN2 CEND can interact with a SANT domain-containing protein we name EIN2 nuclear associated protein 1 (ENAP1). ENAP1 gain-of-function mutants display hyperacetylation of H3K14 and H3K23. Moreover, we found that EIN3 can interact with ENAP1. Although up-regulation of histone acetylation in response to ethylene is not EIN3/EIL1 dependent, transcription activation in the presence of ethylene is fully EIN3/EIL1 dependent. Overall, these findings provide evidence that increases in H3K14 acetylation and of the non-canonical H3K23 acetylation are positively associated with transcription activation in response to ethylene and that the elevation is EIN2 dependent.

## Results

### H3K14Ac and H3K23Ac levels are up-regulated by ethylene

Transcriptional regulation is complicated and the status of chromatin clearly impacts levels of transcription. Histone acetylation is almost invariably associated with activation of transcription^26^, whereas deacetylation is associated with the repression of gene expression^27^. To investigate the connection between ethylene response and histone acetylation, we examined the global level of acetylated histone H3 by western blot in 3-day-old etiolated *Arabidopsis* Col-0 seedlings of treated with air or 4 h ethylene gas, and no significant differences were observed (Fig. 1a). In contrast to these global levels, the acetylation level of H3K14 and the non-canonical H3K23 (but not H3K9, H3K18 and H3K27) were significantly higher in the presence of ethylene gas than that of in the absence of ethylene gas (Fig. 1a).

To further study the connection between ethylene-triggered enrichment of H3K14Ac or H3K23Ac and transcription, we conducted chromatin immunoprecipitation coupled with quantitative PCR (ChIP-qPCR) using antibodies against H3Ac, H4Ac, H3K14Ac and H3K23Ac. This assay evaluated levels of histone acetylation in the promoter or 5′ UTR regions in those genes selected from two types of EIN3 targets: those not regulated by ethylene (EIN3-NR) and those up-regulated by ethylene (EIN3-R)^25^ (Supplementary Table 1). No significant enrichments of total acetylated histone H3 or total acetylated H4 were detected in promoter or 5′ UTR regions of genes in either category (Fig. 1b; Supplementary Fig. 1a). The acetylation at H3K14 and H3K23 were specifically enriched in the promoter or 5′ UTR regions of selected EIN3-R genes in the presence of ethylene gas (Fig. 1c), but the presence of ethylene did not alter levels of these marks at promoter or 5′ UTR regions of EIN3-NR genes (Supplementary Fig. 1a,b), indicating that acetylation of H3K14 and H3K23 may play some important roles in the activation of transcription in response to ethylene.

Our western blot result has shown globally increased histone acetylation H3K14Ac and H3K23Ac in response to ethylene, to further view the enrichment of H3K14Ac and H3K23Ac in response to ethylene gas in ethylene-regulated gene loci at genome-wide level, we performed ChIP-sequencing of H3K14Ac, H3K23Ac and H3K9Ac using chromatin isolated from 3-day-old etiolated Col-0 seedlings treated with or without 10 parts per million (p.p.m.) ethylene gas for 4 h and analyzed used pooled reads (see ‘Methods' section). 

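H3K9Ac and H3K23Ac were each sequenced in 2 libraries with ethylene and 2 in air, and H3K14Ac in 1 library of each treatment. An IgG immunoprecipitation, which gives the background of the assay, was sequenced in 1 library of each treatment. The authors mapped the reads to TAIR10, removed duplicates, pooled replicate libraries and called peaks with MACS2, and deposited 1 peak list per mark and treatment. Because reads were pooled, these lists hold no replicates, and no test between treatments was run on them. Replicate checks here are limited to the replicate peak numbers and overlaps in the paper's Supplementary Table 3, which leaves out Col-0 H3K14Ac. The paper also shows correlations of read densities between replicates. It states that differential peaks taken by overlap gave a very similar result to pooled reads. The air lists rest on 28628145 ChIP tags for H3K9Ac, 16981322 for H3K14Ac and 32215289 for H3K23Ac. The ethylene lists rest on 28659444, 22575558 and 37674460 ChIP tags for the same marks. The IgG control behind the 3 lists held 2438541 tags in air and 10479732 with ethylene, after duplicates were removed. Supplementary Table 2 gives uniquely mapped reads, and the paper's reported values for these IgG libraries are 23179111 in air and 20840723 with ethylene. The control of each list was matched to its IgG library by genotype and treatment, and for Col-0 air this match is in doubt, because the tags are 10.5% of the paper's reads there against 50.3 to 52.8% for the other IgG libraries. All values here use the tags stated in the peak lists. The lowest background at a summit of the air lists was 3.75 fragments, as 2438541 tags give, so MACS2 did use a control of this depth, whichever library it was. MACS2 scaled the ChIP tags down to the control, so the depth of the control set the smallest enrichment that could be called. Against the genome-wide background, and at the authors' P threshold of 0.01, this was a fold enrichment of 2.10 in air and of 1.58 with ethylene. The pileup (the coverage at a summit), the fold enrichment and the −log10 P and −log10 q of each peak are the authors' own values, and were used only to describe, rank or filter peaks within a list. The lists state that q was not calculated, yet their q column holds values, so all results by q rest on that column as it stands. Peaks of 2 lists were counted as shared when they overlapped by at least 1 bp. Genes within 2 kb of a peak were counted among the 27444 protein-coding genes on chromosomes 1 to 5 of an annotation of the same assembly that is newer than TAIR10. In an added setting, the common control depth, the pileup and background at each summit were scaled to 2438541 control tags, and peaks still under the P threshold were kept. It was chosen after the depths of the controls had been seen.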

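The H3K9Ac list held 10779 peaks in air and 18003 with ethylene, a ratio of 1.67. For H3K14Ac the numbers were 3011 and 15317, a ratio of 5.09, and for H3K23Ac they were 5012 and 12950, a ratio of 2.58. The air peaks covered 4.28%, 0.790% and 1.44% of the genome for H3K9Ac, H3K14Ac and H3K23Ac, and the ethylene peaks covered 9.55%, 4.97% and 4.46%. For each mark the 2 lists add up to the number of peaks compared in Supplementary Table 2, where the paper's reported totals are 28782, 18328 and 17962. Among the alternatives, the ratio for H3K14Ac moved most with only the peaks of q under 0.05, to 11.4. At the control depth of the air lists, 14312 of the H3K9Ac, 6939 of the H3K14Ac and 5869 of the H3K23Ac ethylene peaks were kept, which left ratios of 1.33, 2.30 and 1.17. The 3 ethylene lists share 1 control and the 3 air lists another, so their ratios are not independent. Calls were also simulated at 200000 sites with the same enrichment in both treatments. The natural log of the enrichment was the absolute value of a normal draw with an SD of 0.35, 0.7 or 1.4, so no site was depleted. The deeper control then gave 8.15, 2.26 or 1.37 times as many calls as the shallower one. These values depend on the assumed spread, which was not fitted to the lists. Between the replicate peak numbers in the paper's Supplementary Table 3, the ratio was 1.02 in air and 1.01 with ethylene for H3K9Ac, and 1.84 in air and 1.22 with ethylene for H3K23Ac. Between lists of the same replicate number, the ratio of ethylene to air peaks was 1.55 and 1.53 for H3K9Ac, and 2.61 and 1.74 for H3K23Ac.

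**Figure D1:**
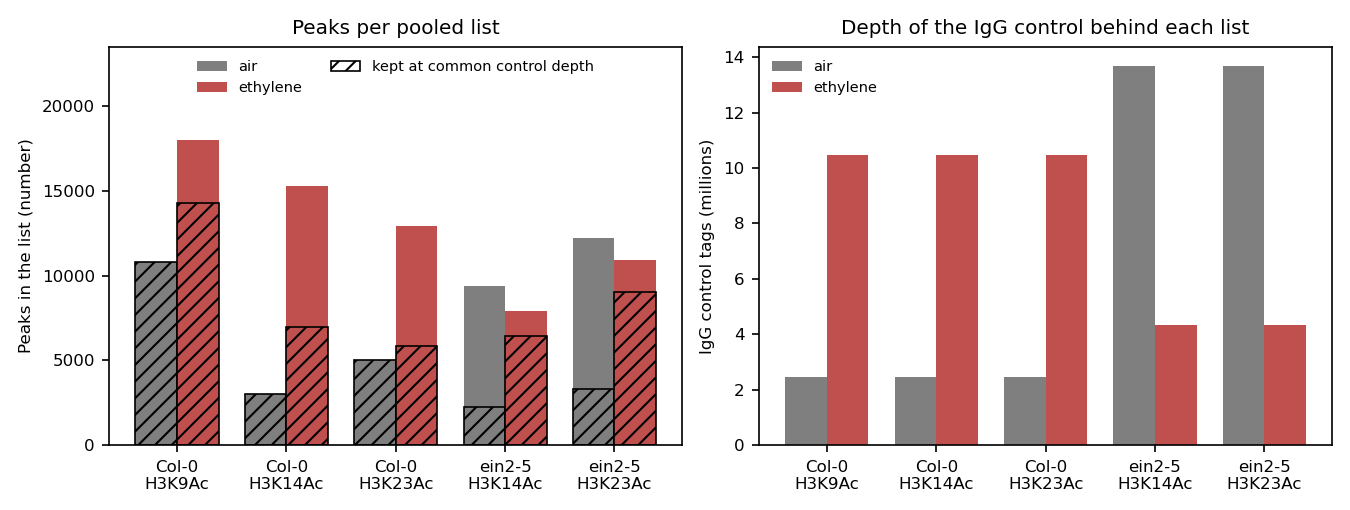
Left, number of peaks in each pooled list by genotype and mark, in air (grey) and with ethylene (red), with the peaks kept at the common control depth hatched; right, number of IgG control tags behind each list. In Col-0 the ethylene control is the deeper one (10479732 against 2438541 tags), and in *ein2-5* the air control is (13683768 against 4333059 tags).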

In our analysis, similar differential peak numbers were called for each histone mark in response to ethylene (Supplementary Tables 2, 3 and Supplementary Data 1a–j). 

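Of the 18003 H3K9Ac peaks called with ethylene, 10318 (57.3%) overlapped a peak of the air list, against a mean of 9.72% and a maximum of 13.8% when the peaks were shifted together around each chromosome in 1000 rounds. The other 7685 peaks (42.7%, 95% Wilson interval 42.0 to 43.4%) had no overlapping air peak. Intervals on shares of peaks cover counting error only. In air, 22 of 10779 peaks (0.204%, interval 0.135 to 0.309%) had no overlapping ethylene peak, so 99.7% of the unshared H3K9Ac peaks were in the ethylene list. Within the ethylene list, the median fold enrichment was 2.15 for the unshared peaks and 2.97 for the shared ones. With both lists limited to their 10779 most significant peaks, 2178 ethylene peaks and 1748 air peaks were unshared. The read densities behind the *M* values are not part of the peak lists, so differential enrichment was not recomputed.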

For the H3K9Ac mark, only 69 different DNA regions (peaks) (|M|>=0.4 and FDR<0.2) were associated with significant differences in levels between air and ethylene treatments (Fig. 1d; Supplementary Data 2a). In contrast, for H3K23Ac and H3K14Ac, 2176 and 2333 peaks showed differential enrichment after ethylene treatment (|M|>=0.4 and FDR<0.2), and at the majority of sites, acetylation was up-regulated by ethylene treatment (Fig. 1d; Supplementary Table 3; Supplementary Data 2b–c). 

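For H3K14Ac, 12534 of 15317 ethylene peaks (81.8%, 95% Wilson interval 81.2 to 82.4%) had no overlapping air peak, while 175 of 3011 air peaks (5.81%, interval 5.03 to 6.71%) had no overlapping ethylene peak. For H3K23Ac the unshared peaks were 8635 of 12950 with ethylene (66.7%, interval 65.9 to 67.5%) and 588 of 5012 in air (11.7%, interval 10.9 to 12.7%). The ethylene list therefore held 98.6% of the unshared H3K14Ac peaks and 93.6% of the unshared H3K23Ac peaks. When shifted together around each chromosome, H3K14Ac ethylene peaks overlapped an air peak in 1.75% of cases on average, against the observed 18.2%, and H3K23Ac ethylene peaks in 3.13%, against 33.3%. Apart from lists of equal length, which hold the ethylene share of unshared peaks near 50% by construction, this share moved most at the common control depth, to 86.2% for H3K14Ac and 60.2% for H3K23Ac. That setting left 4743 ethylene and 757 air peaks unshared for H3K14Ac, and 2863 and 1895 for H3K23Ac.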

Gene ontology (GO) analysis of genes associated with up-regulated peaks of H3K14 Ac and H3K23Ac (Supplementary Data 2e,f) showed enrichment for the GO term ‘response to ethylene stimulus' (Supplementary Fig. 1c,d; Supplementary Data 2e,f). But there was no enrichment for a particular GO term in the set of genes, which associated with up-regulated H3K9Ac peaks by ethylene treatment (Supplementary Fig. 1e; Supplementary Data 2d).

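In the peak lists, 16194 genes (59.0% of the annotated protein-coding genes) lay within 2 kb of an H3K14Ac ethylene peak that overlapped no air peak, and 12641 genes (46.1%) lay near such an H3K23Ac peak. Of these, 12827 and 8936 had no air peak of the same mark within 2 kb. Over the whole lists, the genes near an H3K14Ac peak numbered 5727 in air and 18480 with ethylene, and those near an H3K23Ac peak 8634 and 17164. With only the peaks of q under 0.05, the alternative that moved one of these counts most, H3K14Ac air peaks lay near 2703 genes. At the common control depth, the ethylene peaks kept lay near 11788 genes for H3K14Ac and 10267 for H3K23Ac. The air counts did not change. With a window of 0 kb, the counts were 2921 and 12110 genes for H3K14Ac and 4702 and 10868 for H3K23Ac. These sets rest on peaks being called, not on *M* values, and are larger than sets of up-regulated peaks. No enrichment of a GO term was computed from them.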

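H3K9Ac peaks lay within 2 kb of 15901 genes in air and of 21206 genes with ethylene, and 15885 genes were near a peak in both lists. Ethylene peaks that overlapped no air peak lay near 11751 genes (42.8%), of which 5157 had no H3K9Ac air peak within 2 kb. No GO term was tested on these genes.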

The ethylene-regulated enrichment of H3K14Ac and H3K23Ac in EIN3-R genes, and not in EIN3-NR genes, was also confirmed genome-wide. 

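The paper shows the marks at 4 EIN3-R genes, *NAC6*, *EBF2*, *ETR2* and *ARGOS*, and at 3 EIN3-NR genes, *PHYA*, *WRKY4* and *BES1*. Within 2 kb of the EIN3-R genes, the H3K14Ac lists held 0 peaks in air and 8 with ethylene, and the H3K23Ac lists 1 peak in air and 9 with ethylene. The H3K9Ac lists held 5 and 8 peaks near the same genes. Within 2 kb of the EIN3-NR genes, there were 1 and 9 H3K14Ac peaks, 5 and 8 H3K23Ac peaks, and 7 and 9 H3K9Ac peaks in air and with ethylene. Scaled to the common control depth, the ethylene lists kept 3 H3K14Ac and 4 H3K23Ac peaks near the EIN3-R genes, and 6 H3K14Ac and 5 H3K23Ac peaks near the EIN3-NR genes. Of the peaks kept, those with summits inside the EIN3-R genes numbered 0 in air and 3 with ethylene for H3K14Ac, and 1 and 4 for H3K23Ac. Inside the EIN3-NR genes they numbered 0 and 2 for H3K14Ac, and 2 and 1 for H3K23Ac. The setting leaves the Col-0 air lists as called, so only ethylene peaks could be lost. In lists of equal length, H3K14Ac had 0 peaks in air and 0 with ethylene near the EIN3-R genes and 1 and 2 near the EIN3-NR genes, while H3K23Ac had 1 and 3 near the EIN3-R genes and 5 and 4 near the EIN3-NR genes.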

As shown in Fig. 1e–h, the ethylene-induced enrichment of H3K14Ac and H3K23Ac occurred in EIN3-R genes. However no enrichment was observed in EIN3-NR (Supplementary Fig. 1f–h). 

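*NAC6* (AT5G39610, chromosome 5 from 15858398 to 15859911, minus strand) had no H3K14Ac or H3K23Ac peak in air. With ethylene, the strongest H3K14Ac peak ran from 15859172 to 15859724, with a fold enrichment of 2.19 and a −log10 P of 6.96, and the strongest H3K23Ac peak from 15859117 to 15859734, with a fold enrichment of 2.33 and a −log10 P of 8.10. Both reached the ChIP-qPCR amplicon in the 5′ UTR, at 15859718 to 15859813. At *EBF2* (AT5G25350, chromosome 5 from 8794252 to 8797349, minus strand), H3K14Ac had no peak in air and 1 with ethylene, from 8795864 to 8796713, with a fold enrichment of 2.03. H3K23Ac had a peak there in air, from 8796185 to 8796537, with a q above 0.05. The overlapping ethylene peak ran from 8795853 to 8796985 and had a fold enrichment of 2.18. At *ETR2* (AT3G23150, chromosome 3 from 8254559 to 8257888, plus strand), H3K14Ac peaks called with ethylene lay in the coding sequence, from 8256116 to 8256391, and upstream of the gene. Neither was kept at the common control depth. An H3K23Ac ethylene peak from 8254768 to 8255061 covered the 5′ UTR amplicon but was not kept either, and another from 8256033 to 8256447 was kept. At *ARGOS* (AT3G59900, chromosome 3 from 22129505 to 22130472, plus strand), the ethylene lists held an H3K14Ac peak from 22129806 to 22130346 and an H3K23Ac peak from 22129772 to 22130411, both kept at the common control depth and both outside the amplicon. All 4 genes carried an H3K9Ac peak in both treatments.

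**Figure D2:**
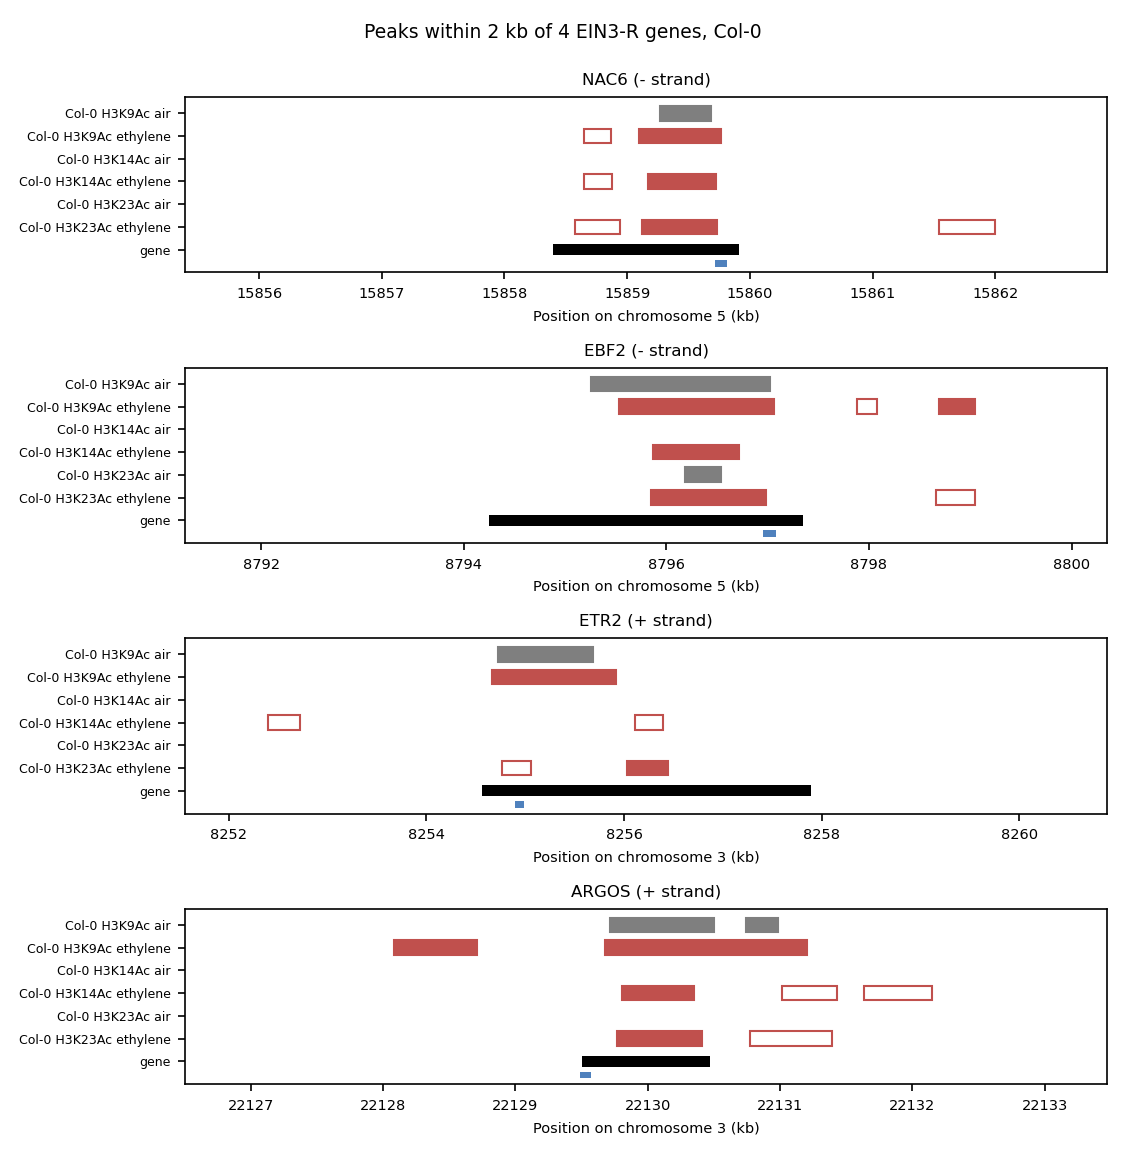
Peaks of the 6 Col-0 lists within 2 kb of each EIN3-R gene, by position in kb, in air (grey) and with ethylene (red). Filled boxes are peaks kept at the common control depth, open boxes are peaks not kept, black bars are genes and blue bars are ChIP-qPCR amplicons; air lists of H3K14Ac have 0 peaks at these genes.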

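At *BES1* (AT1G19350, chromosome 1 from 6688463 to 6691216), H3K14Ac ethylene peaks from 6688789 to 6689296 and from 6689372 to 6690172 lay in the gene, with fold enrichments of 1.95 and 2.25, and neither overlapped an air peak. Both were kept at the common control depth. H3K23Ac had a peak in the gene in both treatments, from 6688808 to 6689023 in air and from 6688779 to 6690191 with ethylene. At *PHYA* (AT1G09570, chromosome 1 from 3095160 to 3100819), the ethylene lists held 1 H3K14Ac peak in the gene, from 3096197 to 3096658, and 1 H3K23Ac peak in the 5′ UTR, from 3099413 to 3100191. Neither overlapped an air peak, and neither was kept at the common control depth. At *WRKY4* (AT1G13960, chromosome 1 from 4776283 to 4779420), H3K23Ac had a peak in both treatments. The ethylene peak was not kept at the common control depth. That setting leaves the Col-0 air lists as called, so it could not remove the air peak. The air peak had a −log10 P of 2.12 and a q above 0.05. An H3K14Ac peak from 4776630 to 4776997 was called with ethylene, with a fold enrichment of 1.49, and was not kept at the common control depth. Several of the other peaks within 2 kb of these genes have their summits in neighbouring genes.

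**Figure D3:**
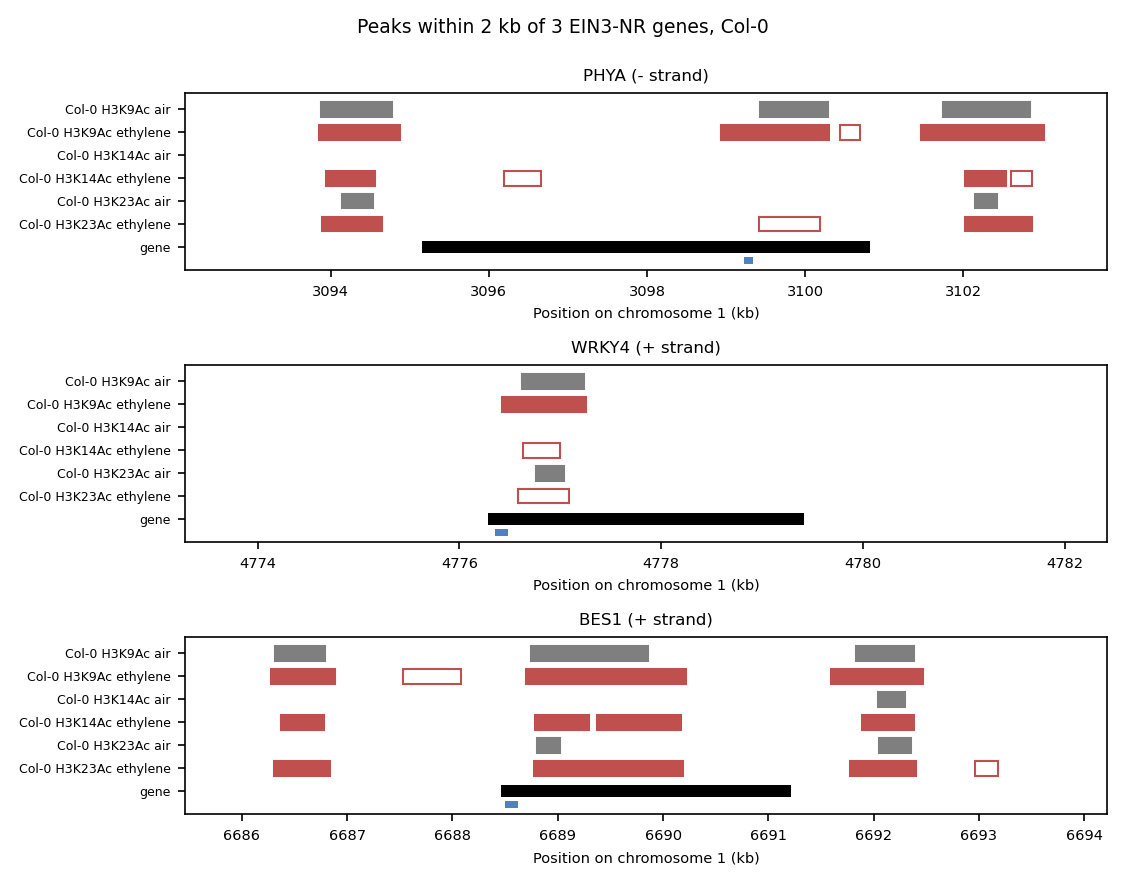
Peaks of the 6 Col-0 lists within 2 kb of each EIN3-NR gene, by position in kb, in air (grey) and with ethylene (red). Filled boxes are peaks kept at the common control depth, open boxes are peaks not kept, black bars are genes and blue bars are ChIP-qPCR amplicons; the H3K14Ac lists hold 1 peak in air and 9 with ethylene.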

The elevation of H3K14Ac and H3K23Ac were detected in about 60% (133/224) of EIN3 targets that were up-regulated by ethylene^25^ (Supplementary Fig. 1i). Collectively, these results support the conclusion that ethylene specifically elevates H3K14Ac and non-canonical H3K23Ac in a subset of the EIN3 targeted genes that are regulated at the transcriptional level by ethylene.

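*ACT7* (AT5G09810), a control gene in the ChIP-qPCR, had 1 H3K14Ac peak in air and 4 with ethylene, of which 2 were kept at the common control depth. It had 1 H3K23Ac peak in each treatment, and 1 H3K9Ac peak in air and 2 with ethylene. Of the H3K9Ac ethylene peaks, 1 had its summit 2521 bp downstream of *ACT7*, in AT5G09820, and overlapped an air peak. From the differential peaks, the marks at EIN3-R and EIN3-NR genes and the share of ethylene-induced EIN3 targets with higher marks, the paper concludes that ethylene raises H3K14Ac and H3K23Ac at part of the EIN3 targets whose transcription it regulates.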

### Ethylene-induced H3K14 and H3K23 acetylation requires EIN2

To evaluate the role of EIN2 in the observed elevations of H3K14Ac and H3K23Ac in ethylene-regulated genes, we examined histone acetylation in the promoters of EIN3-R genes and EIN3-NR genes in *ein2-5* and *ein3-1eil1-1* mutants by ChIP-qPCR after treatment with air or ethylene gas for 4 h. The levels of H3K14Ac and H3K23Ac in the promoter or 5′ UTR regions of the EIN3-R genes examined, but not in the promoter or 5′ UTR regions of EIN3-NR genes, were decreased in *ein2-5* mutant seedlings even without ethylene treatment (Fig. 2a,b; Supplementary Fig. 2a). In addition, the ethylene-induced elevation of H3K14Ac and H3K23Ac in EIN3-R genes was completely impaired in *ein2-5* mutant (Fig. 2a,b; Supplementary Fig. 2a). Interestingly, in *ein3-1eil1-1* mutant seedlings, the elevation of H3K14Ac and H3K23Ac in the promoter or 5′ UTR regions of EIN3-R genes appeared to be slightly impaired though this was variable between genes. However, the basal levels were comparable to that in Col-0 seedlings (Fig. 2a,b; Supplementary Fig. 2a). These results indicate that ethylene can induce H3K14 and non-canonical H3K23 acetylation and it requires EIN2.

To further confirm the role of EIN2 CEND in ethylene-regulated elevation of H3K14Ac and H3K23Ac at the genome-wide level, we conducted ChIP-seq to analyze H3K14Ac, H3K23Ac levels in chromatin isolated from 3-day-old etiolated *ein2-5* mutant seedlings treated with ethylene or air. 

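In the *ein2-5* mutant, which lacks functional EIN2, H3K14Ac and H3K23Ac were each sequenced in 2 libraries with ethylene and 2 in air, with 1 IgG library of each treatment. As in Col-0, the authors pooled the libraries of a condition before peak calling, so the 4 lists have no replicates either. The air lists rest on 28257938 ChIP tags for H3K14Ac and 36052363 for H3K23Ac, and the ethylene lists on 36862180 and 30688135. The IgG control held 13683768 tags in air and 4333059 with ethylene, while the paper's reported numbers of uniquely mapped reads in these libraries are 26216724 and 8204864. The smallest fold enrichment that could be called against the genome-wide background was 1.50 in air and 1.83 with ethylene, so the air control was the more sensitive one, opposite to Col-0. The lists were processed in the same way as those of Col-0.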

Notably, in this mutant, most of the differential peaks of H3K14Ac and H3K23Ac were decreased in the presence of ethylene (Fig. 2c; Supplementary Data 3a,b). 

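The H3K14Ac list of *ein2-5* held 9363 peaks in air and 7932 with ethylene, a ratio of 0.847, and the H3K23Ac list held 12212 and 10909, a ratio of 0.893. Peaks found only in air numbered 4090 for H3K14Ac (43.7% of the air peaks, 95% Wilson interval 42.7 to 44.7%) and 4117 for H3K23Ac (33.7%, interval 32.9 to 34.6%). Those found only with ethylene numbered 2661 (33.5% of the ethylene peaks, interval 32.5 to 34.6%) and 2780 (25.5%, interval 24.7 to 26.3%). The ethylene list thus held 39.4% of the unshared H3K14Ac peaks and 40.3% of the unshared H3K23Ac peaks. Shifted together around each chromosome, air peaks overlapped an ethylene peak in 4.73% of cases for H3K14Ac and in 7.32% for H3K23Ac, against the observed 56.3% and 66.3%. The paper's replicate lists of *ein2-5* differ in length by a ratio of 1.46 in air and 1.41 with ethylene for H3K14Ac, and of 1.02 and 1.08 for H3K23Ac. Between replicate lists of the same number, the ratio of ethylene to air peaks was 0.827 and 0.797 for H3K14Ac, and 0.901 and 0.823 for H3K23Ac, and the paper does not say whether the numbers pair the libraries. The direction depended on the setting. With only peaks of at least 2 fold enrichment, the ratio of ethylene to air peaks was 1.92 for H3K14Ac and 1.94 for H3K23Ac, and at the common control depth it was 2.88 and 2.74.

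**Figure D4:**
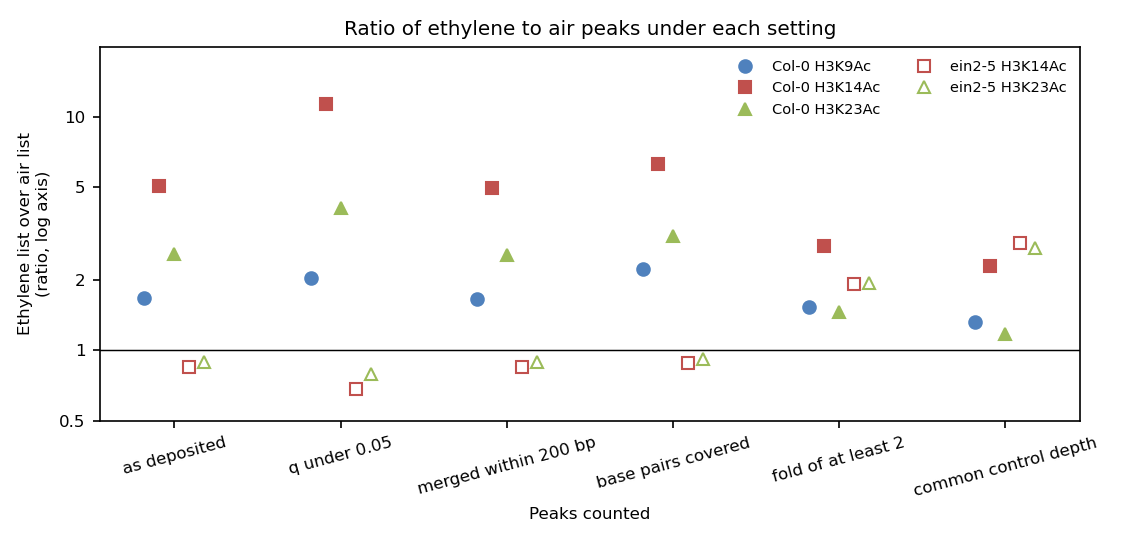
Number of ethylene peaks over air peaks (base pairs where stated; log axis) for each genotype and mark under 6 settings, with filled symbols for Col-0 and open symbols for *ein2-5*. The line marks a ratio of 1; the *ein2-5* ratios lie under it as deposited (0.847 and 0.893) and above it with a fold of at least 2 and at the common control depth.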

The ethylene-induced enrichment of H3K14Ac and H3K23Ac observed in EIN3-R genes in the wild-type seedlings was impaired in the *ein2-5* mutant, and the basal levels of these marks were lower than those in Col-0 seedlings (Fig. 2d,e; Supplementary Fig. 2b,c). 

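*NAC6*, *ETR2* and *ARGOS* had no H3K14Ac or H3K23Ac peak within 2 kb in any of the *ein2-5* lists. At *EBF2*, the air lists of *ein2-5* held H3K14Ac peaks from 8796031 to 8796431 and from 8796593 to 8796905 on chromosome 5, and an H3K23Ac peak from 8796029 to 8796993. The ethylene lists held H3K14Ac peaks from 8795613 to 8795829 and from 8796046 to 8796275, both with a q above 0.05, and an H3K23Ac peak from 8796589 to 8796964. Over the genome, 36.6% of the 12534 H3K14Ac peaks found only with ethylene in Col-0 overlapped an *ein2-5* air peak (95% Wilson interval 35.8 to 37.5%), and 34.7% overlapped an *ein2-5* ethylene peak (interval 33.9 to 35.5%). By chance, 5.48% and 4.76% would. For the 8635 H3K23Ac peaks found only with ethylene in Col-0, these shares were 59.4% (interval 58.3 to 60.4%) and 55.5% (interval 54.4 to 56.5%). The Col-0 ethylene peaks shared with air overlapped an *ein2-5* air peak in 83.4% of cases for H3K14Ac and in 88.2% for H3K23Ac, and in 43.8% and 55.6% at the common control depth. The shares for the ethylene-only peaks moved at the common control depth to 16.9% with *ein2-5* air and 47.2% with *ein2-5* ethylene for H3K14Ac, and to 26.9% and 62.8% for H3K23Ac. For H3K23Ac with *ein2-5* ethylene, lists of equal length moved the share more, to 42.6%. In air, the *ein2-5* list was 3.11 times as long as the Col-0 list for H3K14Ac and 2.44 times as long for H3K23Ac, and these ratios were 0.743 and 0.661 at the common control depth. From the lower signals at EIN3-R genes, the paper states that the ethylene-induced enrichment was impaired in the mutant and that basal levels were below those of Col-0.

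**Figure D5:**
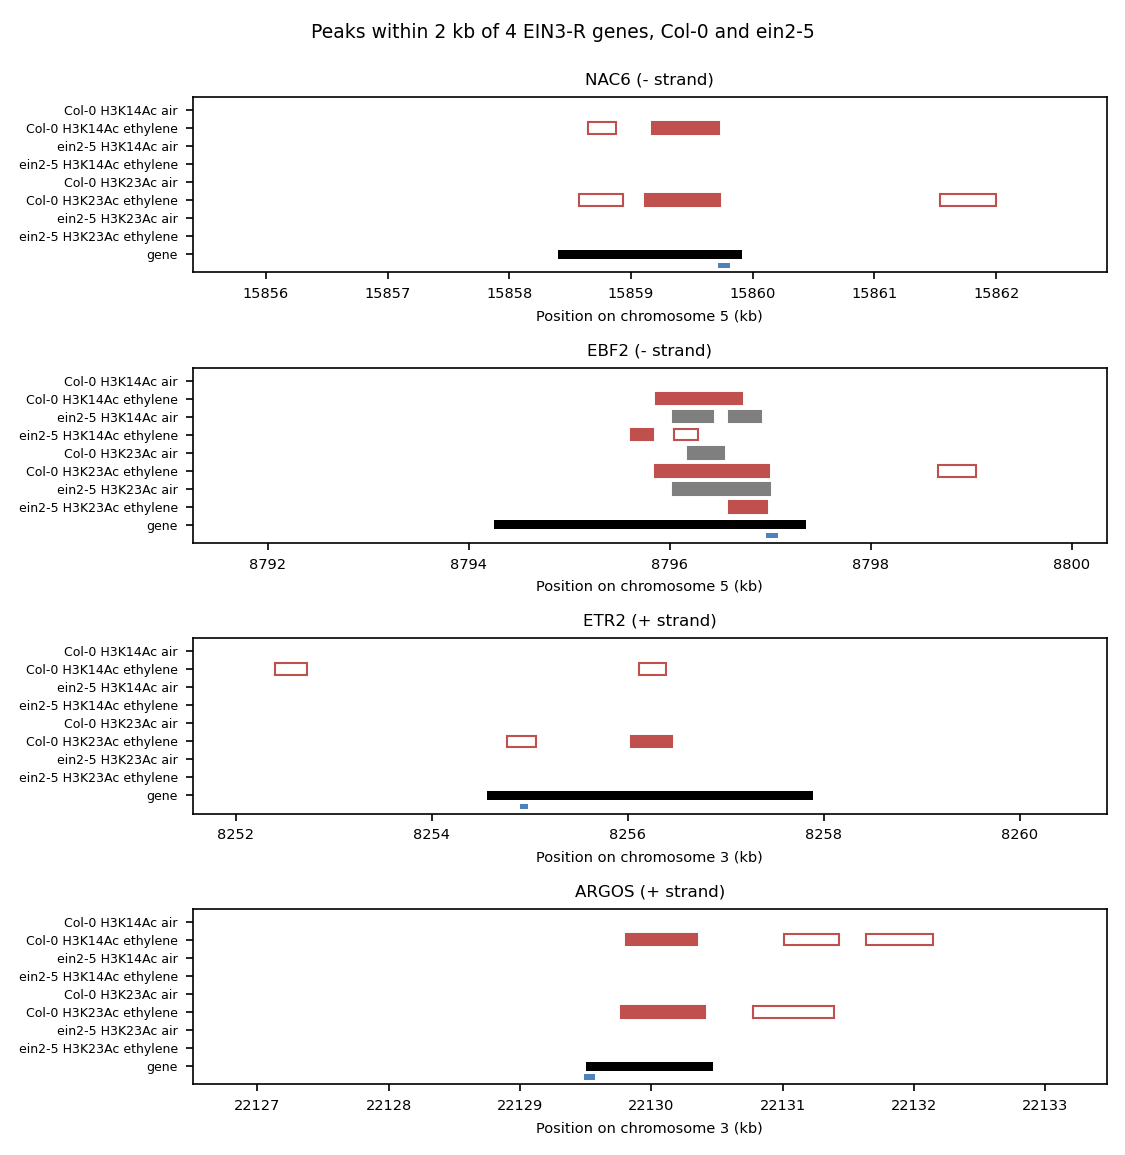
H3K14Ac and H3K23Ac peaks of Col-0 and *ein2-5* within 2 kb of each EIN3-R gene, by position in kb, in air (grey) and with ethylene (red). Filled boxes are peaks kept at the common control depth, open boxes are peaks not kept, black bars are genes and blue bars are ChIP-qPCR amplicons; 1 of the 4 genes, *EBF2*, has peaks in the *ein2-5* lists.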

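Within 2 kb of *PHYA*, *WRKY4* and *BES1*, the *ein2-5* lists held 5 H3K14Ac peaks in air and 7 with ethylene, and 7 and 8 H3K23Ac peaks. At *WRKY4*, both marks had 1 peak in both treatments. The H3K14Ac peak there ran from 4776553 to 4777139 in air and from 4776572 to 4777114 with ethylene, and the H3K23Ac peak from 4776526 to 4777183 and from 4776496 to 4777155. Near the EIN3-NR genes, 2 air and 4 ethylene peaks of H3K14Ac were kept at the common control depth, and 3 and 8 of H3K23Ac. *ACT7* had 2 H3K14Ac peaks in air and 0 with ethylene, and 2 H3K23Ac peaks in each treatment. Neither air list kept a peak there at the common control depth, and the H3K23Ac ethylene list kept 2, of which 1 had its summit in *ACT7*.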

No significant differences in H3K14Ac and H3K23Ac levels were observed in the EIN3-NR subset of genes (Supplementary Fig. 2d–f). We then conducted ChIP-qPCR assays of H3K14Ac and H3K23Ac in the *EIN2* gain-of-function mutant (*EIN2ox*). Both marks are enriched in EIN3-R gene without ethylene treatment. However, more enrichment was detected in the presence ethylene gas. But, the level of both marks in EIN3-NR genes was not significantly altered (Supplementary Fig. 2g), further suggesting that EIN2 is required for the regulation of acetylation of H3K14 and H3K23 in response to ethylene.

We next conducted quantitative RT-PCR to examine the gene expression of both EIN3-R and EIN3-NR in Col-0, *ein2-5* and *ein3-1eil1-1* seedlings treated with or without ethylene gas for 4 h. In Col-0 and *ein2-5* plants, gene expression was positively associated with the level of H3K14Ac and H3K23Ac in response to ethylene (Fig. 2a,b,d,e). However, in the *ein3-1eil1-1* mutant, induction of gene expression by ethylene was completely abolished, even though the enrichment of H3K14Ac and H3K23Ac was detectable in the presence of ethylene (Fig. 2f). This is in agreement with previous studies that EIN3 and EIL1 play an important role in transcriptional regulation^24^,^25^. Taken together, our data demonstrate that the elevation of H3K14Ac and H3K23Ac at EIN3-R is ethylene specific and the levels of these histone modifications are positively correlated with gene activation in response to ethylene. EIN2 is appears to be required to the maintain basal levels of histone acetylation and for ethylene-induced elevation of histone acetylation.

### A SANT domain-containing protein interacts EIN2 CEND

The EIN2 CEND does not have known functional motifs. In an effort to clarify the function of this domain, we conducted yeast two-hybrid screening using the EIN2 CEND (from 808 aa through 1294 aa of EIN2). A novel protein encoded by *at3g11100* was isolated from this screen (Fig. 3a; Supplementary Fig. 3A). As the protein is predicted to localize in the nucleus, we named it EIN2 nuclear associated protein 1 (ENAP1). Through a motif search, a SANT domain was identified in ENAP1 (Supplementary Fig. 3a). The SANT domain is conserved from yeast to human in many chromatin remodelling enzymes such as SWI3, N-COR, and GCN5 (refs 28, 29). This domain is known to interact with histone tails and is important for chromatin remodelling.

Sequence analysis revealed the presence of a paralogous gene, named as *ENAP2* (*at5g05550*), which is 72% identical to ENAP1 at the amino acid sequence level (Supplementary Fig. 3A). glutathione S-transferase (GST) pull-down assays showed that both ENAP1 and ENAP2 interact with EIN2 CEND *in vitro* (Fig. 3b). We first examined the cellular localization of ENAP1 and ENAP2 by expressing the proteins fused with a YFP tag from the native promoter (*pENAP1*:*ENAP1-YFP*; *pENAP2*:*ENAP2-YFP*) in Col-0. As we expected, both ENAP1 and ENAP2 localized exclusively to the nucleus (Fig. 3c). To further confirm the interaction between EIN2 C-terminal end and ENAP1 *in vivo*, we performed an immunoprecipitation assay in YFP-HA-tagged ENAP1 (*ENAP1-YFP-HA*) transgenic plants. As shown in Fig. 3e, the interaction between EIN2 CEND and ENAP1 was detected only in the presence of ethylene gas, suggesting that the interaction occurs in the nucleus.

To examine the function of the ENAPs in the ethylene response genetically, we first generated gain-of-function mutants of *ENAP1* (*ENAP1ox*) and *ENAP2* (*ENAP2ox*) by introducing *ENAP1* or *ENAP2* driven by CaMV35S promoter into the Col-0 background. Interestingly, *ENAP1ox* seedlings displayed shorter, thicker hypocotyls and some lines had more pronounced apical hooks (Fig. 3e). These phenotypes are consistent with an enhanced response to ethylene even in the absence of exogenous ethylene treatment. In the presence of ethylene, the 3-day-old etiolated seedlings displayed shorter, thicker hypocotyls and some lines had more pronounced apical hooks compared with Col-0 plants (Fig. 3e). However, no obvious ethylene-responsive phenotype was observed for *ENAP2ox* (Supplementary Fig. 3c). The phenotypes of *EAP1ox* are consistent with an enhanced ethylene-response phenotype, however, it is possible that *ENAP1ox* also affects processes that are not directly related to the ethylene response and that may also contribute to the phenotype. We used an artificial microRNA approach previously described^18^,^30^ to specifically inhibit expression of *ENAP1* (*amiR-ENAP1*). As shown in Supplementary Fig. 3d, inhibition of *ENAP1* expression resulted in a phenotype consistent with reduced ethylene response, while the expression of *ENAP2* was not affected (Supplementary Fig. 3b). We then further crossed *amiR-ENAP1* into *enap2* mutant and obtained *amiR-ENAP1/enap2,* which showing significant reduced ethylene sensitivity compared with Col-0 (Fig. 3e). Thus, two independent genetic approaches suggest that ENAP1 may be involved in the ethylene response. To further examine the function of ENAP1 at the molecular level, genome-wide gene expression was examined in *ENAP1ox* without ethylene treatment. Transcriptome analysis revealed that more than 40% of genes differentially expressed in wild-type, ethylene-treated plants overlapped with genes differentially expressed in *ENAP1ox* plants (*P*<1 × 10^–200^, using Fisher's exact test), providing additional evidence that ENAP1 positively regulates the ethylene response (Fig. 3f; Supplementary Data 4a,b).

### ENAP1 interacts with histone H3 and enhances acetylation

Because of the presence of the SANT domain, which mediates the interactions of a number of proteins with histone tails^28^,^29^, we tested for an interaction between ENAP1 and histones. The coding sequences of genes for histones H1 (ref. 31), H2A^32^,^33^ H2B^34^, H3 (ref. 35) and H4 (ref. 36) and ENAP1 were cloned into wheat germ expression vectors and expressed in a wheat germ protein expression system. Other than H2A, all the other histone proteins are well expressed, and a GST pull-down assay was used to evaluate interactions. As shown in Fig. 4a and Supplementary Fig. 4b, ENAP1 interacted with naked histone H3, and weakly interacted with naked histone H2B *in vitro*. When GST-ENAP1 was incubated with histones core from calf thymus, ENAP1 interacted with histone H3 in the nucleosome as well (Fig. 4b).

To examine the roles of the SANT domain in binding histone H3, *in vitro* GST pull-down was conducted using full length of ENAP1 and a truncated ENAP1, which does not contain the SANT domain (ENAP1ΔSANT) (Supplementary Fig. 4a). In the absence of the SANT domain, the interaction between ENAP1 with histone H3 was barely detectable (Fig. 4c). We then conducted transcriptome analysis of *ENAP1ox* plants (Fig. 3), of the approximately 6,000 genes differentially regulated in *ENAP1ox* compared with Col-0 plants, about 80% were up-regulated (Fig. 4d), suggesting that ENAP1 positively regulates gene transcription.

In general, histone acetylation is a gene activation marker, and we speculate that the positive regulation of transcription in *ENAP1ox* seedlings is due to the increase in histone acetylation. To test this hypothesis, we examined the global level of histone acetylation (H3K9Ac, H3K14Ac, H3K18Ac, H3K23Ac) in *ENAP1ox* plants. We found that each of the histone acetylations examined was elevated in the ENAP1 gain-of-function mutant (Fig. 4e). This suggests that ENAP1 is involved in the regulation of histone acetylation (H3K9AC, K14Ac, K18Ac and K23Ac) in general, raising the question of how ENAP1 functions in the ethylene response.

We next examined the acetylation of H3K14 and H3K23 in the promoter or 5′ UTR regions of EIN3-R genes and EIN3-NR genes in Col-0 and in *ENAP1* gain-of-function and knocking down line*s* by ChIP-qPCR. In the absence of ethylene gas, the levels of H3K14Ac and H3H23Ac were slightly elevated relative to those in wild-type plants in *ENAP1ox* plants and were decreased in *amiR-ENAP1* plants in the promoter or 5′ UTR regions of EIN3-R genes; there were no differences in promoter or 5′ UTR regions of EIN3-NR genes (Fig. 4f; Supplementary Fig. 4c). In the presence of ethylene gas, the levels of H3K14Ac and H3K23Ac in the gain-of-function *ENAP1ox* mutant plants were greater than those in Col-0 plants. But in *amiR-ENAP1* plants, the levels of H3K14Ac and H3K23Ac were lower than those in Col-0 plants, although the levels were still slightly elevated by ethylene gas (Fig. 4f; Supplementary Fig. 4b).

To further examine the association of the H3K14Ac and H3K23Ac histone marks and gene transcription activation in ethylene signalling, total RNAs from *ENAP1ox* and *enap1* mutant plants treated with or without ethylene gas were analyzed by quantitative RT-PCR for expression of EIN3-R and EIN3-NR genes. The expression of EIN3-R genes was positively associated with the levels of H3K14Ac and H3K23Ac and was enhanced by ethylene treatment (Fig. 4f,g). The expression of EIN3-NR genes did not differ significantly. Taken together, our data suggest that ENAP1 enhances histone H3 acetylation at K14 and K23 in response to ethylene which is positively correlated with expression of ethylene-responsive genes.

### *ein2-5* and *ein3-1eil1-1* partially rescue the *ENAP1ox* phenotype

We hypothesized that ENAP1 functions in ethylene signalling through an interaction with EIN2. To test our hypothesis, *ENAP1ox* was crossed into the *ein2-5* mutant (*ENAP1ox/ein2-5*). In the presence of ethylene, *ENAP1ox/ein2-5* had longer roots and less pronounced apical hooks compared with *ENAP1ox* (Fig. 5a). Hypocotyl length was increased though still shorter than *ein2-5*. This is consistent with a partial rescue of the phenotype of *ENAP1ox* by *ein2-5*. The *ENAP1ox/ein2-5* seedlings had similar phenotypes in the presence ethylene as in the absence of ethylene with no obvious apical hook, elongated roots and partial recovery of hypocotyl length compared with that of *ENAP1ox* (Fig. 5a). Levels of ENAP1 protein were not affected by the deficiency in EIN2 or by ethylene (Supplementary Fig. 5a). We then examined the levels of H3K14Ac and H3K23Ac in EIN3-R and EIN3-NR from *ENAP1ox* and *ENAP1ox/ein2-5* mutants treated with air or ethylene for 4 h. In *ENAP1ox/ein2-5* seedlings, no enhancement of H3K14Ac and H3K23Ac in EIN3-R genes with the presence of either air or 4 h ethylene gas was observed as when *ENAP1* was over-expressed. Whereas the levels of both histone marks in EIN3-R were similar in *ENAP1ox/ein2-5* as in the *ein2-5* mutant. In addition, the level of both marks in EIN3-NR genes was not significantly altered (Fig. 5b; Supplementary Fig. 5b). The enhanced elevation of EIN3-R gene expression caused by *ENAP1ox* was also abolished in *ENAP1ox/ein2-5* regardless of the presence of 4 h ethylene gas, whereas the expression of EIN3-NR genes was not significantly altered in mutants relative to wild-type seedlings (Fig. 5c). In addition, to validate whether the ethylene biosynthetic pathway is involved in the phenotype of *ENAP1* overexpression, we examined the altered genes of *ENAP1ox* in the presence ethylene biosynthetic inhibitor aminoethoxyvinylglycine (AVG). No significant change was detected in the presence of AVG (Supplementary Fig. 5c). Thus, both our genetic and molecular data suggest that at least part of the *ENAP1ox* morphological, enhanced histone acetylation and ethylene-inducible gene expression phenotypes depend on EIN2.

Transcription initiation is a stepwise process requires many proteins. In general, histone modifications make DNA more or less accessible to the transcription factors that control gene expression. To examine the connection between ENAP1 and EIN3/EIL1, *ENAP1ox* was crossed with *ein3-1eil1-1* to obtain the *ENAP1ox/ein3-1eil1-1* mutant. Interestingly, *ENAP1ox/ein3-1eil1-1* displayed a phenotype similar to that of *ENAP1ox/ein2-5* with and without ethylene (Fig. 6a; Supplementary Fig. 6a,b). Moreover, the ENAP1 protein level was similar in *ENAP1ox/ein3-1eil1-1* as in wild-type seedlings (Supplementary Fig. 5a), showing that EIN3/EIL1 is not required for the protein level of ENAP1, but may contribute to the *ENAP1ox* phenotype. The physical interaction between ENAP1 and EIN3 were examined by both *in vitro* GST pull-down and *in vivo* immunoprecipitation. ENAP1 interacts with EIN3 both *in vitro* and *in vivo* in the presence of ethylene (Fig. 6b,c), suggesting that EIN2, ENAP1 and EIN3 may function in the same complex.

To further study how EIN3 may regulate ethylene-induced acetylation at H3K14 and H3K23, ChIP-qPCR was performed to study the presence of these modifications on EIN3-R and EIN3-NR genes in *ein3-1eil1-1* and *ENAP1ox*/*ein3-1eil1-1* seedlings treated with air or ethylene gas for 4 h. As shown in Fig. 2d, H3K14Ac and H3K23Ac levels were elevated on at least some EIN3-R genes in *ein3-1eil1-1* although there was some variability between experiments. However, compared with the levels of H3K14Ac and H3K23Ac at EIN3-R genes in *ENAP1ox* in the presence of ethylene, the levels in *ENAP1ox*/*ein3-1eil1-1* are significantly decreased (Fig. 6d; Supplementary Fig. 6c), suggesting that EIN3 may contribute to the ethylene-induced enhancement of H3K14 and H3K23 acetylation seen in *ENAP1ox*.

When transcripts from EIN3-R and EIN3-NR genes in *ENAP1ox*/*ein3-1eil1-1* seedlings were quantified, we found that ethylene-induced expression of EIN3-R genes was completely abolished in the plants treated with or without 4 h ethylene gas (Fig. 6e). Interestingly, levels of H3K14Ac and H3K23Ac in these genes in *ENAP1ox/ein3-1ei1-1* seedlings were comparable to those in Col-0 seedlings (Fig. 6d), confirming that EIN3 and EIL1 are essential for transcriptional activation during ethylene signalling as previously reported^23^,^37^,^38^,^39^.

## Discussion

Ethylene gas is essential for developmental processes and stress responses in plants. Previous studies have demonstrated that the transcription factors EIN3 and EIL1 are necessary for activation of gene expression in response to ethylene^23^. The C-terminal END of EIN2 is translocated into the nucleus to trigger EIN3/EIL1-dependent transcription activation^15^,^19^,^20^. Exactly how EIN2 CEND functions in the nucleus is still unknown. The isolation of EER3 or PHB3, which is an enhancer of ethylene response and interacts with EIN2 CEND, indicating that RNA splicing may be involved in ethylene response^40^. In addition, another ethylene-response enhancer, EER5, proteasome COP9 initiation factor (PCI/PINT)-associated module, interacts with EIN2 CEND, may function in modification or degradation of target proteins^41^. In this study, we propose that EIN2 CEND may be guided to specific gene targets where it interacts with ENAP1 to elevate the level of histone H3 acetylation at K14 and the non-canonical K23, initiating EIN3-dependent activation of transcription. Importantly, only the acetylation at K14 and non-canonical K23 are differentially regulated by ethylene among the five lysine residues of histone H3 examined (H3K9, H3K14, H3K23, H3K18, H3K27). A recent study showed that the absence of canonical histone marks is not likely related to inducible gene expression^42^; however, non-canonical histone marks were not explored. Our study provides evidence that acetylation at specific lysine residues is regulated by ethylene and that the elevation is associated with ethylene-induced transcriptional activation (Figs 1 and 2).

Our genetic and molecular analyses demonstrated that EIN2 is required, at least at a subset of loci, for the regulation of the elevation of H3K14Ac and H3K23Ac induced by ethylene (Figs 2, 5; Supplementary Figs 2, 5). Interestingly, in the absence of EIN2, the level of H3K14Ac and H3K23Ac at many loci is reduced, one possibility is that EIN2 is important for specificity and once EIN2 is removed, specificity is impaired and therefore H3K14Ac and H3K23Ac are reduced at many loci. Alternatively, it could due to a large-scale chromatin structural change caused by loss of function of EIN2. Further study on the function of EIN2 will provide more insight. EIN2 does not contain any known histone recognition motifs. We hypothesize that EIN2 alters histone acetylation in the presence of ethylene gas by recruitment of histone modifiers. Activated signalling cascades can alter the epigenetic landscape when signalling factors directly or indirectly communicate with chromatin regulators. For instance, in hypoxic conditions, HIF1α and HIF1β bind to and recruit the histone acetyltransferase p300 and its homologue CREB-binding protein (CBP) to chromatin, resulting in increased local nucleosomal acetylation and transcriptional activation of hypoxia-responsive genes^43^,^44^. Numerous studies have demonstrated that the histone modifiers often reside in multiprotein complexes^45^,^46^,^47^. For instance GCN5 is found in different complexes with different specificities^48^,^49^. From *ENAP1ox* RNA-seq and the phenotype of *ENAP1ox/ein2-5*, it is expected that ENAP1 is also involved in other signalling pathways, potentially depends on its partners. We propose that in response to ethylene, EIN2 CEND is translocated into the nucleus, interacting with ENAP1 and other currently unknown components to guide modifications of specific histone residues. Future studies that identify the proteins complex with the EIN2 CEND and ENAP1 in the presence of ethylene gas will reveal how histone modifiers are recruited to nucleosomes bound to genes regulated by ethylene signalling. In pull-down assays, we found that ENAP1 interacts not only with histone H3, but with histone H2B, indicating that ENAP1 could be involved in other histone modifications, not only limited to histone H3. The identification and characterization of more factors interacting with ENAP1 in different responses will also be of interest.

We provide multiple lines of evidence that EIN2 CEND is required for the regulation of histone acetylation H3K14Ac and H3K23Ac in ethylene signalling. In *ein2-5* mutant seedlings, the basal levels of H3K14Ac and H3K23Ac at subset of ethylene-responsive genes are reduced compared with those in wild-type seedling and no increase in response to ethylene was observed (Fig. 2). *In vitro* immunoprecipitation data indicate that the EIN2 C-terminal end interacts with ENAP1 (Fig. 3). ENAP1, a newly discovered protein, contains a SANT domain that likely interacts with chromatin modifiers. In addition, our data showed that ENAP1 binds to histone H3 (Fig. 4a–c) and that the alteration of histone acetylation caused by ENAP1 overexpression was EIN2 dependent (Fig. 5). Our study also revealed for the first time that an ER membrane protein is required for histone acetylation. Neither the EIN2 C-terminal end nor ENAP1 possess an intrinsic histone acetyltransferase activity domain. Exactly how the EIN2 CEND regulates histone acetylation will require identification of additional EIN2 CEND partners in the nucleus. In addition, to further explore whether and how other histone modifications are involved in ethylene response will also be of interest.

We showed that EIN2 is required for the elevation of histone acetylation at H3K14 and H3K23 in response to ethylene (Figs 2 and 5). Since no EIN3 protein is detectable in the *ein2-5* mutant^24^,^50^, the lack of H3K14 and H3K23 modifications over ethylene-responsive genes in the *ein2-5* and *ENAP1ox/ein2-5* mutants (Figs 2a,b,d–f and 5b) may be due to the absence of EIN2 and transcription factors EIN3 and EIL1. The ChIP-qPCR data has demonstrated that EIN3 and EIL1 affect the elevation of histone acetylation differently than does EIN2 (Figs 2, 5 and 6). One possibility is that the other homologues of EIN3 (EIL1, EIL2, EIL3, EIL4) characterized previously^23^ may be involved in the recruitment of the histone modifiers to specific targets, although they are not functionally identical to EIN3 or EIL1. To test this, acetylation of H3K14 and H3K23 should be examined in the higher order mutants of *EIN3* and its homologues, such as *ein3eil1eil2, ein3eil1eil2eil3* and *ein3eil1eil2eil3eil4*.

Two models have been proposed to explain how the histone modifying activity is selectively targeted to nucleosomes over promoter regions. One hypothesis is that histone modifiers are recruited to particular promoters by sequence-specific DNA-binding proteins. Although a direct interaction between EIN2 CEND and EIN3 was not detected, our data showed that ENAP1 interacts with both EIN2 CEND and EIN3, suggesting that EIN2 CEND, ENAP1 and EIN3 may potentially be part of the same protein complex. EIN3 or another family member could determine the specific targets of histone acetylation. Whereas, we cannot exclude the alternative model that the histone modifiers themselves contain intrinsic preferences for specific histone modifications. For example, the bromodomains in the yeast Swi2/Snf2 remodelers and GCN5 HAT are sufficient to anchor their respective complexes to acetylated promoters in the absence of transcriptional activators^51^. Therefore, it is possible that the EIN2 C-terminal end or the chromatin modifiers recruited by the EIN2 CEND have intrinsic preferences for specific targets. Further comprehensive studies will be critical to uncover the mechanistic details that govern hormone signalling properties in plants.

## Methods

### Plant growth conditions and hypocotyl measurements

*Arabidopsis* seeds were surface-sterilized in 50% bleach with 0.01% Triton X-100 for 15 min and washed five times with sterile, doubly distilled H_2_O before plating on MS medium (4.3 g MS salt, 10 g sucrose, pH 5.7, 8 g phytoagar per liter) with or without addition of 10 μM 1-aminocyclopropane-1-carboxylic acid (ACC, Sigma), the biosynthetic precursor to ethylene. After 3–4 days of cold (4 °C) treatment, the plates were wrapped in foil and kept in at 24 °C in an incubator before the phenotypes of seedlings were analyzed. For propagation, seedlings were transferred from plates to soil (Pro-mix-HP) and grown to maturity at 22 °C under 16-h light/8-h dark cycles. Ethylene treatment of *Arabidopsis* seedlings was performed by growth of seedlings on MS plates in air-tight containers in the dark supplied with either a flow of hydrocarbon-free air (Zero grade air, AirGas) or 4 h hydrocarbon-free air with 10 p.p.m.) ethylene as previously described^12^. For hypocotyl length measurements, 3-day-old seedlings were scanned using an Epson Perfection V700 Photo scanner, and hypocotyls were measured using NIH Image (http://rsb.info.nih.gov/nih-image/).

### Ethylene inhibitor assay

*Arabidopsis* seeds were surface-sterilized in 50% bleach with 0.01% Triton X-100 for 15 min and washed five times with sterile, doubly distilled H_2_O before plating on MS medium (4.3 g MS salt, 10 g sucrose, pH 5.7, 8 g phytoagar per litre) with or without addition of 10 μM Aminoethoxyvinylglycine (AVG, Sigma), the inhibitor ethylene. Then the plates were taken into the air-tight container in the dark at 22 °C and supplied with a flow of hydrocarbon-free air (Zero grade air, AirGas) for 3 days. Total RNA was extracted using a RNeasy Plant Kit (Qiagen) from 3 days etiolated seedlings. First-strand cDNA was synthesized using Superscript III First-Strand cDNA Synthesis Kit (Invitrogen). Realtime PCR was performed with the LightCycler 480 SYBR Green I Master (Roche) following the manufacturer's instructions. PCR reactions were performed in triplicate on a Roche 96 Thermal cycler. The expression level was normalized to that of a *UBQ10* control.

### Histone extraction and western blot

Histone extraction was performed as described previously^52^. Briefly seedlings were ground to powder in a mortar cooled with liquid nitrogen, and the powder was suspended in NIB buffer (250 mM sucrose, 60 mM KCl, 15 mM NaCl, 5 mM MgCl_2_, 1 mM CaCl_2_,15 mM Pipes, pH 6.8, 0.8% Triton X-100). The suspension was centrifuged (13,000*g*, 10 mins), and the pellet was resuspended in 0.4 M H_2_SO_4_ and incubated for at least 2 h at 4 °C. The preparation was centrifuged again before acetone was added to precipitate histone proteins. The preparation was kept at −20 °C overnight, and then proteins were dissolved in 4 M urea, separated on SDS–PAGE, and analyzed by western blotting. The antibodies used in the western blotting were anti-H3K9Ac (Millipore; 07-352, 1:3,000 dilution), anti-H3K14Ac (Millipore; 07-353, 1:2,000 dilution), anti-H3K18Ac (Millipore; 07-354, 1:2,500 dilution), anti-H3K23Ac (Millipore; 07-355, 1:3,000 dilution), anti-H3K27Ac (Millipore; 07-360, 1:3,000 dilution), anti-H3Ac (Millipore; 06-599, 1:3,000 dilution), and anti-H4Ac (Millipore; 06-598, 1:3,000 dilution). For histone peptide dot blot: Commercial synthesized histone peptides (all the histone peptides were custom synthesized by Active Motif, 5 μg per peptide were used) as indicated in figures were spotted on nitrocellulose membrane, and the membrane was incubated with PBS buffer which contain *in vitro* purified GST-ENAP1 protein for 1 h in 4° cold room, then subjected to anti GST antibody (Cell Signaling 91G1, 1:5,000) for immunoblot.

### Plant protein extraction

*Arabidopsis* seedlings were harvested and immediately frozen in liquid N_2_ and stored at −80 °C until processing. For total plant protein extraction, frozen seedlings were ground in liquid N_2_ and mixed with extraction buffer (100 mM Tris–HCl, pH 7.5, 100 mM NaCl, 5 mM EDTA, 10 mM *N*-ethylmaleimide, 5 mM DTT, 10 mM β-mercaptoethanol, 1% SDS and protease inhibitors from Sigma P8465), and centrifuged at 10,000*g* for 10 min at 4 °C. The supernatant was collected for further analysis.

### Gene expression experiments

RNA from wild-type, *ctr-1-1*, and *EIN2*^*S645A*^*-YFP-HA* transgenic lines treated with 4 h ethylene gas or hydrocarbon-free air were isolated following the manufacturer's recommendation using the RNeasy Plant Kit (Qiagen). cDNA sequencing libraries were prepared according to the instructions included in the Illumina TruSeq v2 library preparation kit. Reads were mapped using TopHat, and analyzed using Cufflinks^53^. Differentially expressed genes were identified by fragments per kilobase per million reads (FPKM) filter<0.1, requiring a twofold change comparing the indicated conditions with P≤0.05 after Benjamini–Hochberg correction.

### ChIP-seq

Chromatin immunoprecipitation was performed according to a published protocol^25^. Briefly 3-day-old etiolated seedlings treated with air or 4 h ethylene were harvested and crosslinked in 1% formaldehyde, and the chromatin was isolated. The indicated antibodies [anti-H3K14Ac (Millipore; 07-353), anti-H3K23Ac (Millipore; 07-355), anti-H3Ac (Millipore; 06-599) and anti-H4Ac (Millipore; 06-598)] together with Magnetic Protein G Beads (Promega, G747A) were added to the sonicated chromatin followed by incubation overnight to precipitate bound DNA fragments (2 μg antibody per each chip reaction for all the antibodies used in this paper). DNA was eluted and amplified by primers corresponding to genes of EIN3-R and EIN3-NR. Primers used in the paper are listed in Supplementary Table 1.

### ChIP-seq data analysis

Chromatin-immunoprecipitated DNA was sequenced using an Illumina HiSeq 2000 platform according to standard operating procedures. Single-end 51-bp reads were first mapped to the *Arabidopsis* genome (TAIR10)^54^ using Bowtie2 software (version 2.1.0)^55^ with default parameters. The quality control of Chip-seq was shown in Supplementary Fig. 7. Duplicate reads were removed using SAMtools^56^. For each histone modification in each condition, mapped reads were pooled across ChIP-seq replicates as described^57^. Pooled reads were normalized as reads per kilobase per million mapped reads (RPKM) in windows of 50 bp using deep Tools^58^, and then were visualized with the Integrative Genomics Viewer (IGV)^59^ (Supplementary Table 3). In addition to validate our peak calling result by pooled peaks, we also did analysis using overlapped differential peaks, and the result is very similar to that called by using pooled reads. On the basis of a recent publication^57^, we used pooled reads results in this paper. Peaks significantly enriched in ChIP-seq tags were identified by Model-based Analysis for ChIP-Seq (MACS2, version 2.1.0.20150603; parameters: --nomodel, -p 0.01)^60^. Differential peaks were identified using ‘MAnorm' method^61^. For this method, the normalized *M* value (*M*=log2 (read density in C_2_H_4_ treated sample per read density in air treated sample) represents log2-transformed fold changes of enrichment intensities at each peak region^61^,^62^,^63^. Thus, an absolute threshold value of M≥0.4 was used to select differentially enriched peaks. Genes within 2 kb of the peak regions were marked as associated genes. Biological functions of associated genes were assessed by agriGO^64^.

### Western blotting analysis

Proteins were resolved by SDS–PAGE and electroblotted onto a nitrocellulose membrane and probed with the indicated primary antibodies and then with secondary goat anti-rabbit (Bio-Rad 170-6515) or goat anti-mouse (Bio-Rad 170-6516) antibodies conjugated with horseradish peroxidase. The signals were detected by a chemiluminescence reaction using the SuperSignal kit (Pierce). Polyclonal anti-EIN2 antibodies were used at dilution of 1:4,000. Polyclonal anti-histone H3 (BioMol) was used at dilution of 1:5,000. Monoclonal anti-HA (Cell Signaling) was used at dilution of 1:5,000.

### Gene expression analysis

Total RNA was extracted using a Qiagen Plant Total RNA Kit (Sigma) from 3-day-etiolated seedlings treated with air or 4 h ethylene gas. First-strand cDNA was synthesized using Invitrogen Superscript III First-Strand cDNA Synthesis Kit. cDNAs were combined with SYBR master mix from BIOLINE for PCR. PCR reactions were performed in triplicate on a Roche 96 Thermal cycler. Primers used in the paper are listed in Supplementary Table 1.

### Pull-down

GST fusion proteins (GST-CD3 and the negative control GST protein) purified using glutathione Sepharose 4B (GE Healthcare) were washed using pull-down buffer (50 mM Tris–Cl, pH 8, 150 mM NaCl, 0.5 mM EDTA, 0.5% Tween 200, and protease inhibitor cocktail). Histones from calf thymus (Sigma, H9250) were added and incubated for 1 h at 4 °C. After washing five times with pull-down buffer, precipitated Sepharose beads were collected by brief centrifugation (2,000*g*, 2 min) and then resuspended in protein extraction buffer. Proteins were separated by SDS–PAGE and detected with the H3 antibody.

### Co-immunoprecipitation assay

Three-day-old etiolated seedlings (*ENAP1-YFP-HA*; *EIN3-Flag*/*ENAP1-YFP-HA*) treated with or without ethylene gas were harvested. Proteins were extracted with co-IP buffer (50 mM Tris–Cl, pH 8, 150 mM NaCl, 1 mM EDTA, 0.1% Triton X-100, and protease inhibitor cocktail). After incubation on ice for 30 min, plant extracts were centrifuged. Cleared extract was combined with anti-EIN2 antibody or anti-Flag antibody overnight at 4 °C, then Magnetic Protein G Beads (Promega, G747A) were added, and samples were incubated for 1.5 h at 4 °C. After washing five times with co-IP buffer, magnetic beads were collected and then resuspended in protein extraction buffer. Proteins were separated by SDS–PAGE and detected with the EIN2 antibody to detect CD3 interaction with EIN2 or with HA antibody to detect the interaction between ENAP1 and EIN2 CEND or EIN3.

Full uncropped versions of all gel/blot are in additional Supplementary Fig. 8

### Data availability

ChIP-seq data presented in this manuscript have been deposited in the NCBI GEO database under accession code GSE77396. The authors declare that all other data supporting the findings of this study are available within the article and its Supplementary information files. IGV files and any other supporting data are available from the corresponding author upon request.

## Additional information

**How to cite this article**: Zhang, F. *et al.* EIN2-dependent regulation of acetylation of histone H3K14 and non-canonical histone H3K23 in ethylene signalling. *Nat. Commun.* **7**, 13018 doi: 10.1038/ncomms13018 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1 – 8 and Supplementary Tables 1 - 3

Supplementary Data 1 Peak files of H3K9Ac, H3K14Ac and H3K23Ac in Col, ein2-5 treated with air or ethylene

Supplementary Data 2 Ethylene induced diff-Peak (H3K14c and H3K23Ac) associated genes and GO analysis in Col

Supplementary Data 3 Ethylene induced diff-Peak (H3K14c and H3K23Ac) associated genes and GO analysis in ein2-5

Supplementary Data 4 ENAP1ox altered gene list and GO analysis.

## Figures and Tables

**Figure 1:**
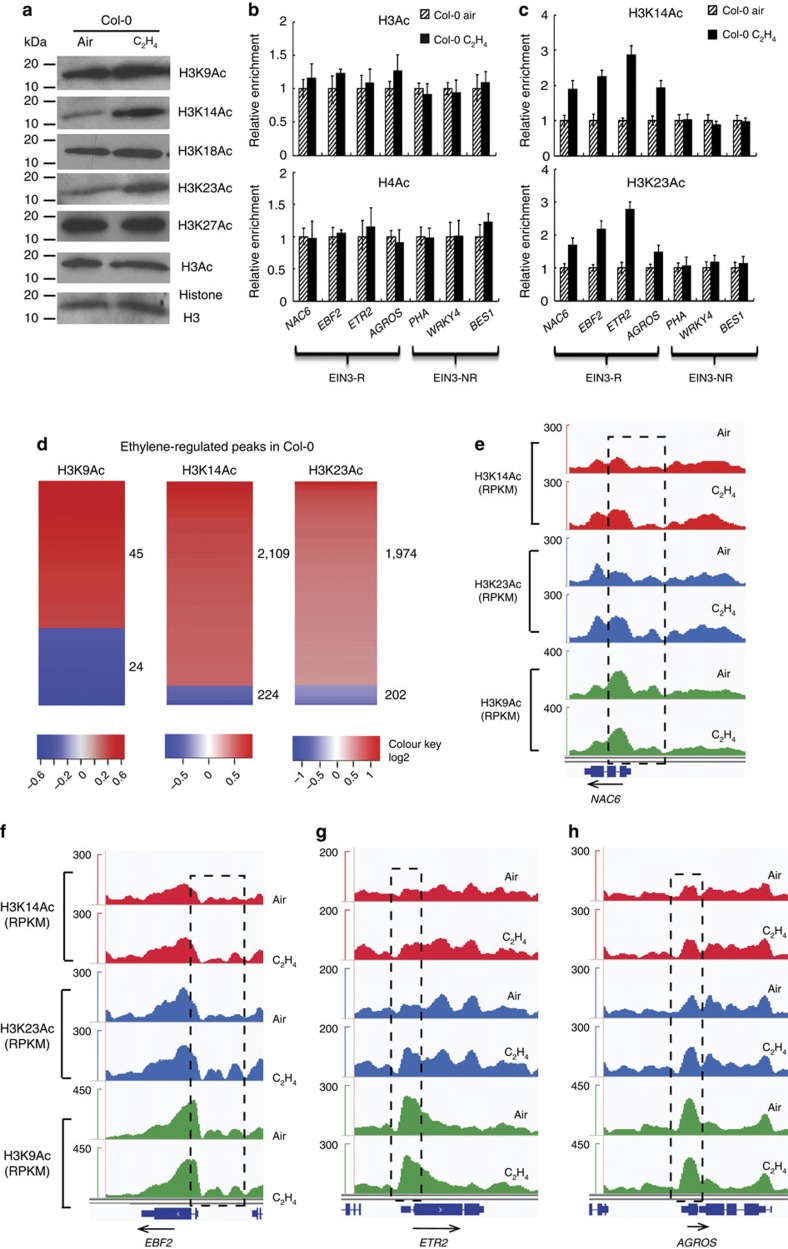
Acetylation at H3K14 and H3K23 is up-regulated by ethylene. (**a**) Global histone acetylation at indicated lysines of histone H3 in wild-type Col-0 seedlings grown in the dark for 3 days and then treated with or without 4 h ethylene gas. Total histones were subjected to immunoblotting with antibodies that recognize indicated histone H3 acetylations. Immunoblotting with anti-histone H3 was used as a loading control. (**b**–**c**) ChIP quantitative real time PCR detection of H3Ac, H4Ac, H3K14Ac and H3K23Ac in indicated EIN3-R genes and EIN3-NR genes^25^ in 3-day-old etiolated Col-0 seedlings with or without ethylene treatment. Precipitation with IgG pre-immune serum served as a control. Data represent relative fold changes. Each experiment has three biology replicates with similar result. (**d**) The levels of H3K9Ac (2 replications), H3K14Ac (1 replication) and H3K23Ac (2 replications) in Col-0 in response to ethylene examined by Standard ChIP-Seq assays (2 or 1 replication). Heat map showing ethylene-regulated peaks of H3K9Ac, H3K14Ac and H3K23Ac. (**e**–**h**) Standard ChIP-seq assays showing that the elevated enrichment of H3K14Ac and H3K23Ac in EIN3-R (4 representative genes indicated in the figure) in Col-0 treated with ethylene and no significant enrichment of H3K9Ac is observed. Binding levels are indicated by reads per kilobase per million reads in sample (RPKM). Col-0 seedlings grown in the dark for 3 days with or without 4 h ethylene gas treatment for ChIP-seq. Dash boxes highlight the difference enrichment of H3K9Ac, H3K14Ac or H3K23Ac. EIN3-R, represents ethylene-regulated EIN3 targets; EIN3-NR represents non-ethylene-regulated EIN3 targets. Dash boxes highlight the difference enrichment of H3K9Ac, H3K14Ac or H3K23Ac. Different letters were used to indicate statistically significance difference (*P*≦0.05 Student's *t*-test=3) within the same genes.

**Figure 2:**
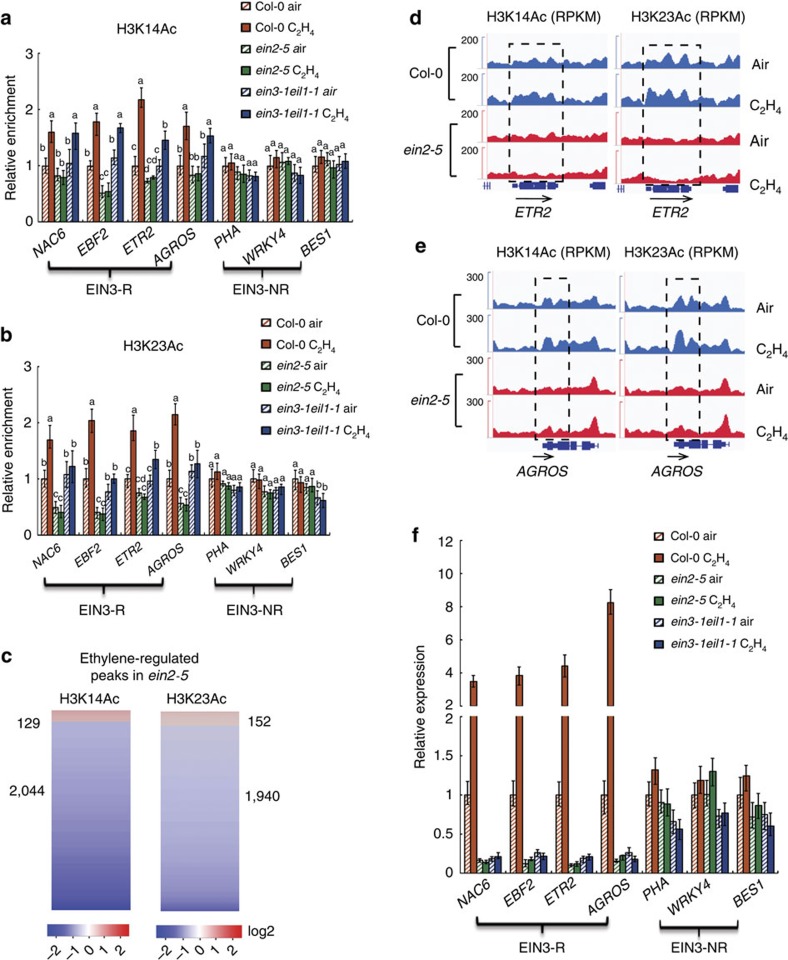
EIN2 is important for the elevation of H3K14Ac and H3K23Ac in the presence of ethylene. (**a**–**b**) ChIP quantitative real time PCR detection of H3K14Ac and H3K23Ac enrichment in Col-0, *ein2-5, ein3-1eil1-1* 3-day-old etiolated seedlings treated with air or 4 h ethylene gas. Precipitation with IgG pre-immune serum served as a control. Data represent the relative fold change. EIN3-R, represents ethylene-regulated EIN3 targets; EIN3-NR represents non-ethylene-regulated EIN3 targets. Each experiment has three biology replicates with similar result. (**c**) The levels of H3K14Ac (2 replications) and H3K23Ac (2 replications) in *ein2-5* in response to ethylene examined by Standard ChIP-seq assays. Heat map showing ethylene-regulated peaks of H3K14Ac and H3K23Ac. (**d**,**e**) Standard ChIP-seq assays showing that ethylene- induced enrichment of H3K14Ac and H3K23Ac in EIN3-R genes is abolished in *ein2-5* mutant. Binding levels are indicated by reads per kilobase per million reads in sample (RPKM). Col-0 seedlings grown in the dark for 3 days with or without 4 h ethylene gas treatment for Chip-seq. Dash boxes highlight the difference enrichment of H3K9Ac, H3K14Ac or H3K23Ac. (**f**) The expression of ethylene-regulated genes is positively associated with the enrichment of H3K14Ac and H3K23Ac. Total RNAs were extracted from 3-day-old etiolated seedlings from indicated genotypes and gene expression was analyzed by qualitative RT-PCR (3 biological replicates). EIN3-R, represents ethylene-regulated EIN3 targets; EIN3-NR represents non-ethylene-regulated EIN3 targets. Different letters were used to indicate statistically significance difference (*P*≦0.05 Student's *t*-test=3) within the same genes.

**Figure 3:**
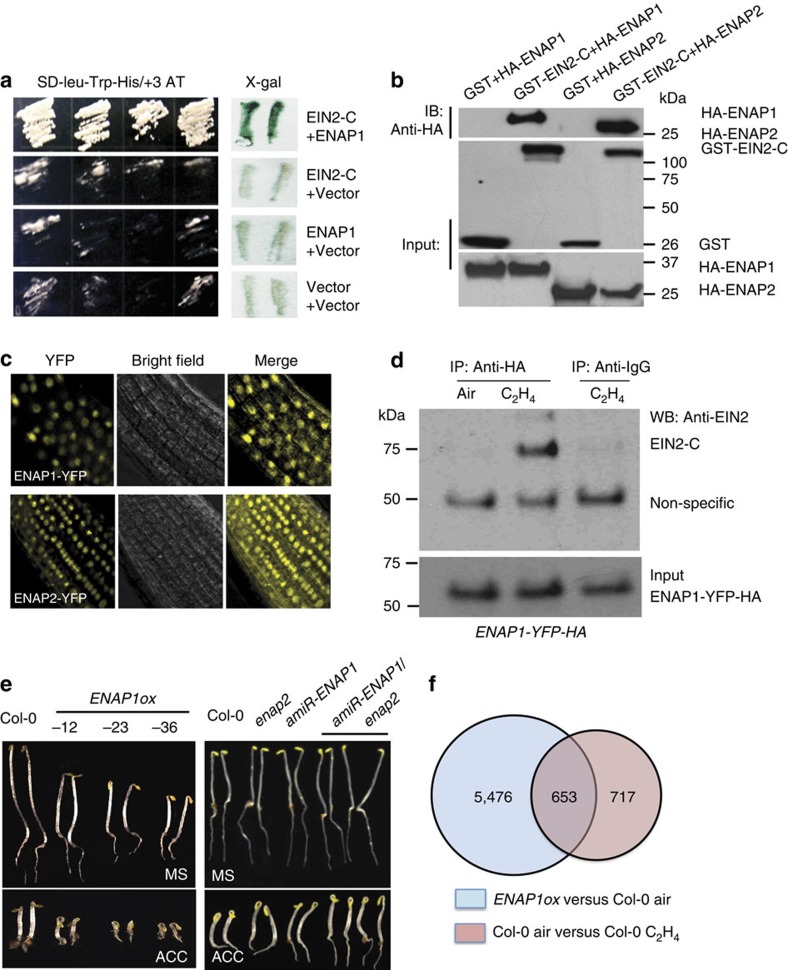
EIN2 C-terminal end interacts with ENAP1 and ENAP1 is involved in ethylene response. (**a**) Yeast two-hybrid assay revealed an interaction between the EIN2 C-terminal end and ENAP1. Growth on selective plates lacking leucine, histidine, tryptophan with 20 mM 3-AT (−Leu, −Trp, −His, +3-AT) (left panel) and an X-Gal filter assay was performed to verify the interaction between EIN2 CEND and ENAP1 (right panel). (**b**) *In vitro* GST pull-down showing the interaction between EIN2 CEND and ENAP1 and ENAP2. (**c**) Both ENAP1 and ENAP2 are localized to the nucleus. The images were taken from the roots of 3-day-old etiolated seedlings of *pENAP1*:*ENAP1-YFP* and *pENAP2*:*ENAP2-YFP* under a confocal microscope. (**d**) ENAP1 interacts with EIN2 CEND *in vivo* in the presence of ethylene gas. Total protein extracts from 35 S:*ENAP1-YFP-HA* transgenic plants treated with or without ethylene were immunoprecipitated with an anti-HA antibody. The EIN2 CEND was detected by anti-EIN2 CEND antibody. The immunoprecipitation with IgG from 35S:*ENAP1-YFP-HA* transgenic plants treated with ethylene was used as a control. (**e**) Phenotype of *ENAP1* gain-of-function (*ENAp1ox*) and ENAP1-deficient *amiR-ENAP1/enap2* mutants. The plants indicated in the figure were grown 3 days on MS with or without 10 μM ACC before being photographed. (**f**) *ENAP1ox* plants show transcriptional activation of ethylene-response genes. Total RNA was prepared from 3-day-old etiolated seedlings of *ENAP1ox* or wild-type (Col-0) plants treated with air or 4 h ethylene. Differentially expressed genes were identified by fragments per kilobase per million reads (FPKM) filter<0.1, requiring a twofold change comparing the indicated conditions with *P*<=0.05 after Benjamini–Hochberg correction.

**Figure 4:**
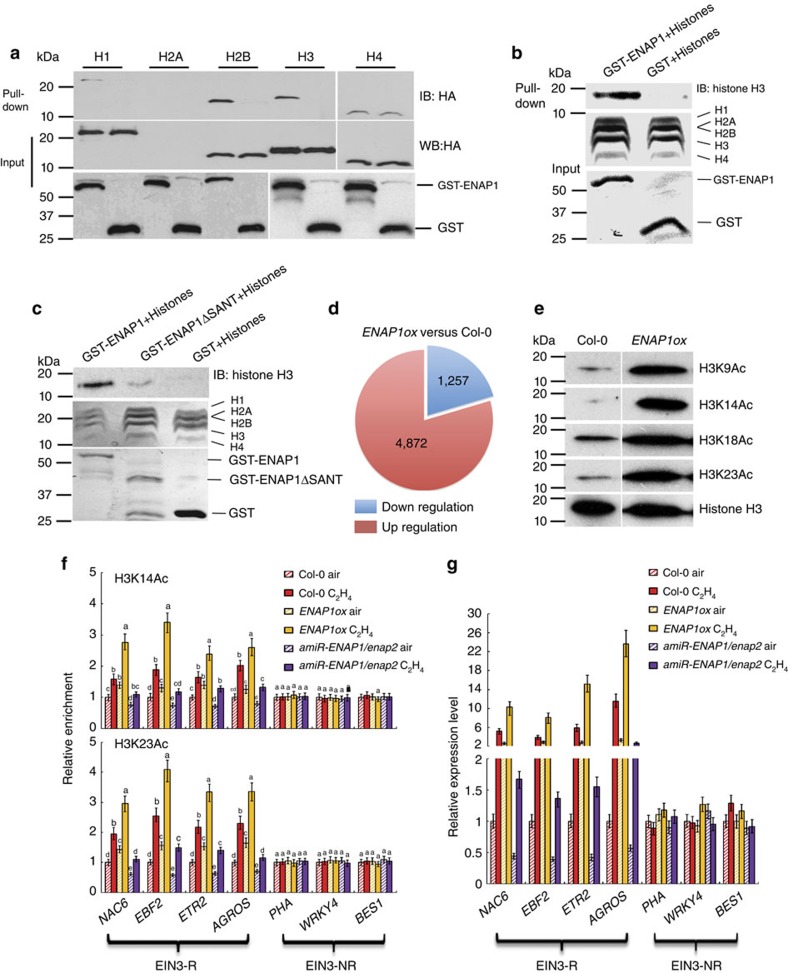
ENAP1 interacts with histone H3 and regulates histone acetylation of H3K14 and H3K23. (**a**) *In vitro* GST pull-down assay showing that ENAP1 interacts with histone H3 and H2B. (**b**) GST-labelled ENAP1 interacts with histone H3 in nucleosomes isolated from cow cell extracts. Purified GST-ENAP1 from *E. coli* was incubated with calf thymus nucleosomes, the pull-down products were subjected to immunoblotting with anti-histone H3 antibody. (**c**) The SANT domain is required for the interaction between ENAP1 and histone H3. GST-labelled full-length ENAP1 or truncated ENAP1ΔSANT expressed from *E. coli* was used for GST pull-down. The pull-down products were subjected to immunoblotting with anti-histone H3 antibody. (**d**) RNA-seq data collected from Fig. 3g in *ENAP1ox* or wild-type (Col-0) plants treated with air or 4 h ethylene was analyzed for the up- and down-regulated gene numbers. (**e**) Total histone extractions from 3-day-old etiolated seedlings of Col-0 and *ENAP1ox* seedlings were subjected to the immunoblotting with antibodies indicated. Immunoblotting with anti-histone H3 antibody served as a loading control. (**f**) ChIP-qPCR to quantify H3K14Ac and H3K23Ac enrichment in Col-0, *ENAP1ox* and *amiR-ENAP1/enap2* plants treated with air or 4 h ethylene gas in indicated EIN3-R genes and EIN3-NR genes. Precipitation with IgG pre-immune serum served as a control. Data represent the relative fold change. Each experiment has three biology replicates with similar result. (**g**). Quantitative PCR detection of EIN3 target gene expression in Col-0, *ENAP1ox* and *amiR-ENAP1/enap2* plants treated with air or 4 h ethylene gas (three biological replicates). EIN3-R, represents ethylene-regulated EIN3 targets; EIN3-NR represents non-ethylene-regulated EIN3 targets. Different letters were used to indicate statistically significance difference (*P*≦0.05 student's *t*-test=3) within the same genes.

**Figure 5:**
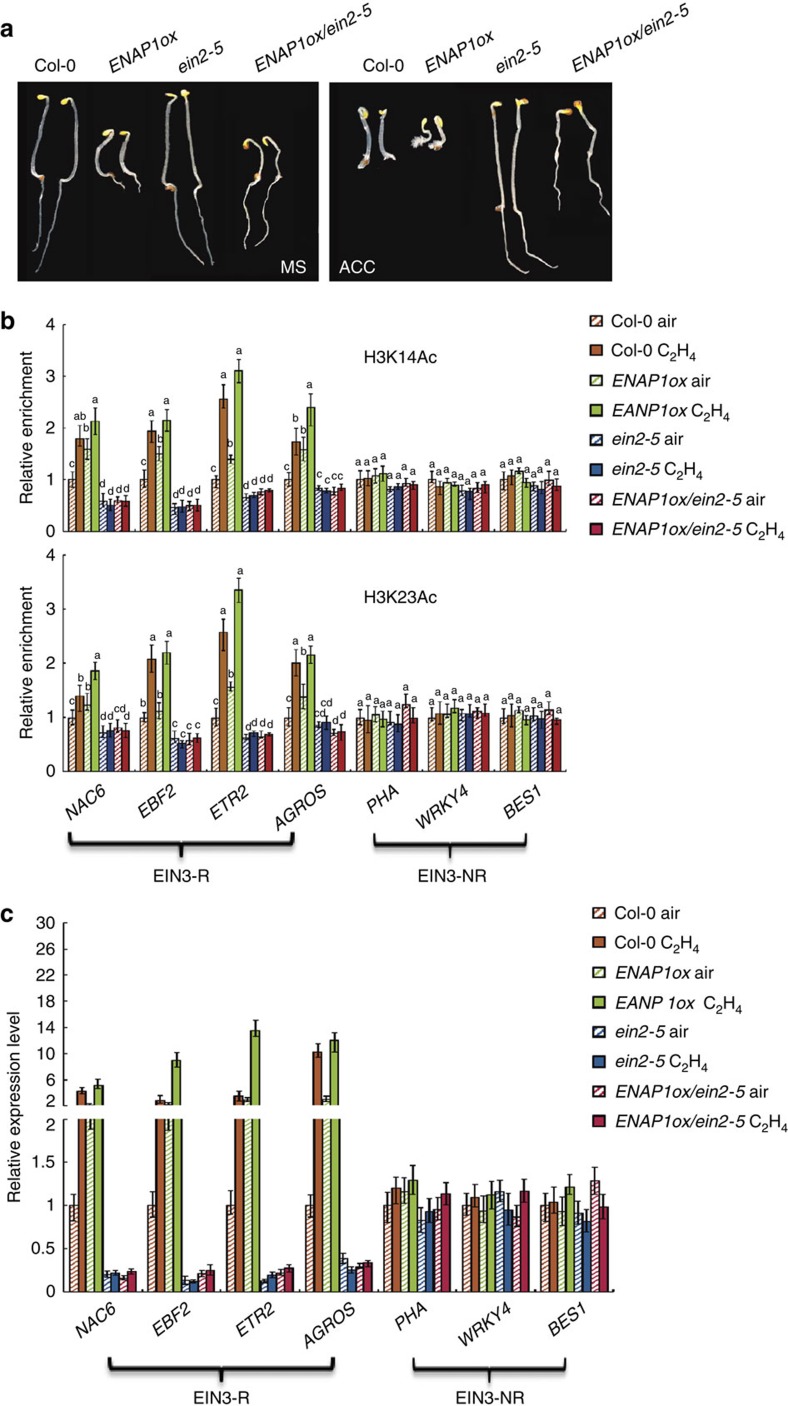
Partial rescue of the *ENAP1ox* phenotype by *ein2-5*. (**a**) The phenotype of *ENAP1ox* in the *ein2-5* mutant background. The 3-day-old etiolated seedlings were grown on MS with (right panel) or without (left panel) 10 μM ACC before being photographed. (**b**) ChIP-qPCR to quantify H3K14Ac and H3K23Ac enrichment in Col-0, *ENAP1ox*, *ein2-5* and *ENAP1ox/ein2-5* plants treated with air or 4 h ethylene gas in indicated EIN3-R genes and EIN3-NR genes. Precipitation with IgG pre-immune serum served as a control. Data represent the relative fold change. Each experiment has three biology replicates with similar result. (**c**) Quantitative PCR detection of EIN3 target gene expression in Col-0, *ENAP1ox*, and *ENAP1ox/ein2-5* seedlings grown in air or 4 h ethylene gas (three biological replicates). EIN3-R, represents ethylene-regulated EIN3 targets; EIN3-NR represents non-ethylene-regulated EIN3 targets. Different letters were used to indicate statistically significance difference (*P*≦0.05, Student's *t*-test=3) within the same genes.

**Figure 6:**
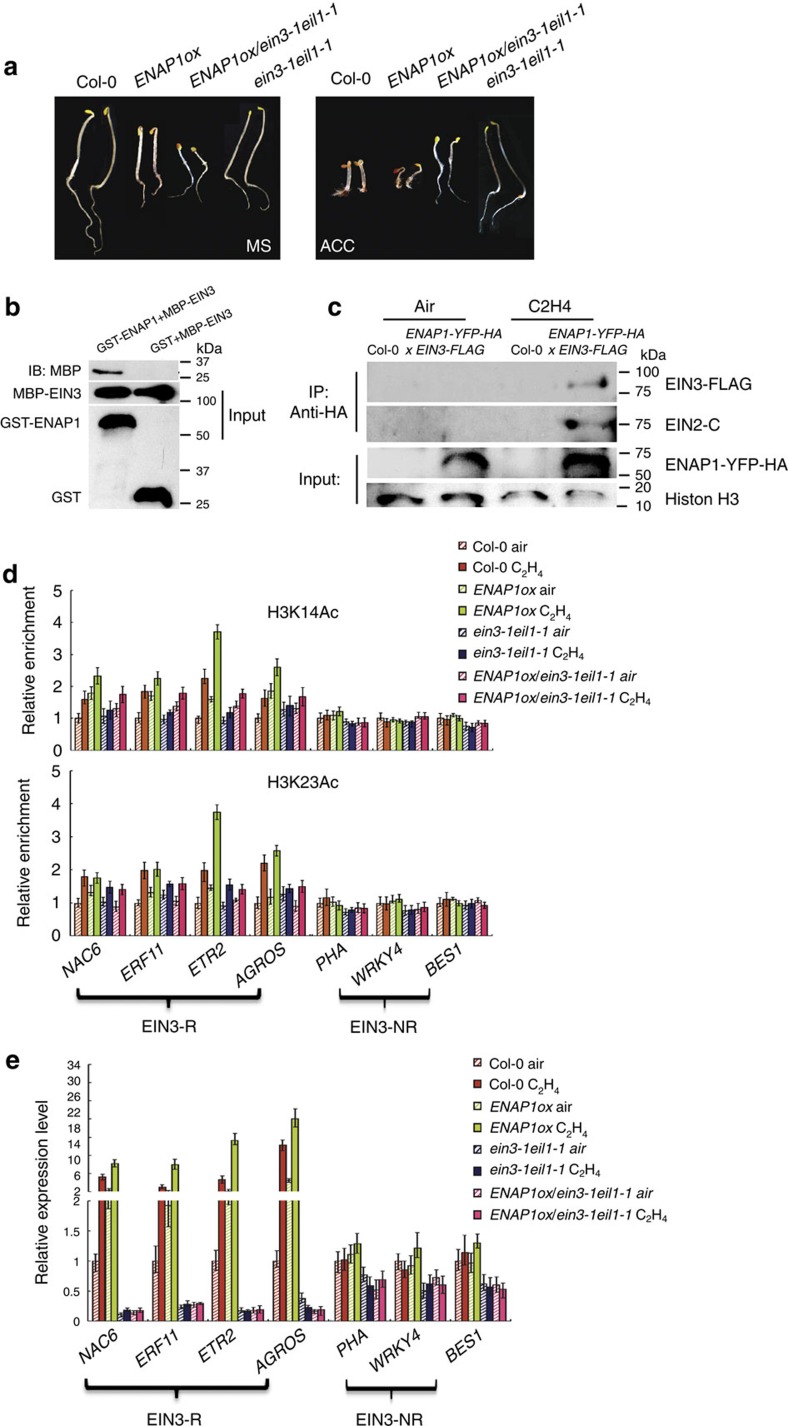
Partial rescue of the *ENAP1ox* phenotype by *ein3-1eil1-1*. (**a**) The phenotype of *ENAP1ox/ein3-1eil1-1* mutant. The 3-day-old etiolated seedlings of the plants indicated in the figure were grown on MS with (right panel) or without (left panel) 10 μM ACC before photographed. (**b**) *In vitro* GST pull-down showing the interaction between EIN3 and ENAP1. GST-tagged ENAP1 and MBP-tagged EIN3 purified from *E. coli* were used. (**c**) ENAP1 interacts with EIN3 *in vivo* in the presence of ethylene. Total protein extracts from 35S:*ENAP1-YFP-HA*/*pEIN3*:*EIN3-FLAG* transgenic plants treated with or without ethylene treatment were immunoprecipitated with an anti-HA antibody. EIN2 was detected with an anti-EIN2 CEND antibody, and EIN3 was detected using an anti-FLAG antibody. (**d**) ChIP-qPCR to quantify H3K14Ac and H3K23Ac enrichment in Col-0, *ENAP1ox*, *ein3-1eil1-1* and *ENAP1ox/ein3-1eil1-1* plants treated with air or 4 h ethylene gas in indicated EIN3-R genes and EIN3-NR genes. Precipitation with IgG pre-immune serum served as a control. Data represent the relative fold change. Each experiment has three biological replicates which showed similar results. (**e**) Quantitative PCR detection of EIN3 target gene expression in Col-0, *ENAP1ox*, *ein3-1eil1-1* and *ENAP1ox/ein3-1eil1-1* seedlings grown in air or 4 h ethylene gas (three biological replicates). EIN3-R, represents ethylene-regulated EIN3 targets; EIN3-NR represents non-ethylene-regulated EIN3 targets. Different letters were used to indicate statistically significance difference (*P*≦0.05 Student's *t*-test=3) within the same genes.

# Supplementary material for: EIN2-dependent regulation of acetylation of histone H3K14 and non-canonical histone H3K23 in ethylene signalling
**Source:** Nat Commun. 2016 Oct 3;7:13018. doi: 10.1038/ncomms13018
**Supplement:** Supplementary Information — Supplementary Figures 1 – 8 and Supplementary Tables 1 - 3

## Supplementary information

## Supplementary Figures and Figure legends

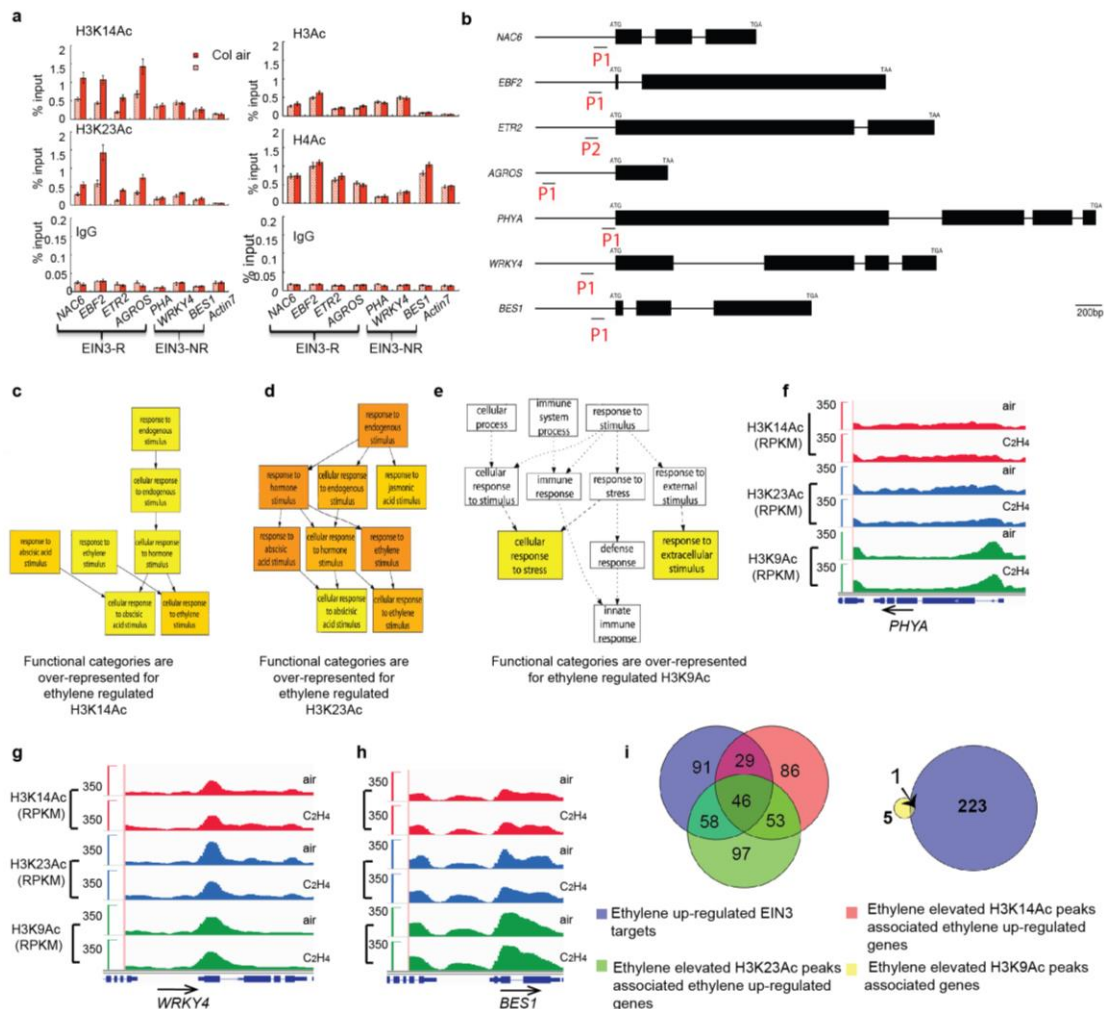

Supplementary figure 1. (a) ChIP quantitative real time PCR detection of H3Ac, H4Ac, H3K14Ac and H3K23Ac enrichment in Col-0 treated with air or ethylene gas. Col wild-type seedlings were grown in dark for 3 d with or without ethylene treatment. Precipitation with IgG preimmune serum served as a control. Data represent the relative to input. Each experiment has three biology replicates with similar result. (b). Diagrams indicate the localization of the primers used for ChIP-PCR. (c-e) Gene Ontology (GO) analyses of ethylene regulate H3K14Ac and H3K19Ac associated genes showing the enrichment of response to ethylene stimulus. (f-h) Standard ChIP-seq assays showing

that the elevated enrichment of H3K14Ac and H3K23Ac in EIN3-NR genes in Col-0 treated with ethylene and no significant enrichment of H3K9Ac is observed. Binding levels are indicated by reads per kilobase per million reads in sample (RPKM). (i) Overlapping between ethylene up-regulated EIN3 targets and ethylene elevated H3K14Ac or H3K23Ac associated ethylene-regulated genes, showing that H3K14Ac or H3K23Ac in ethylene regulated EIN3 targets are specifically induced by ethylene. (Ethylene up regulated EIN3 targets is the overlapped genes of EIN3-R from elife Chang et al., and ethylene up regulated gene from Qiao et al., 2012). EIN3-R represents ethylene regulated EIN3 targets. EIN3-NR represents non-ethylene regulated EIN3 targets.

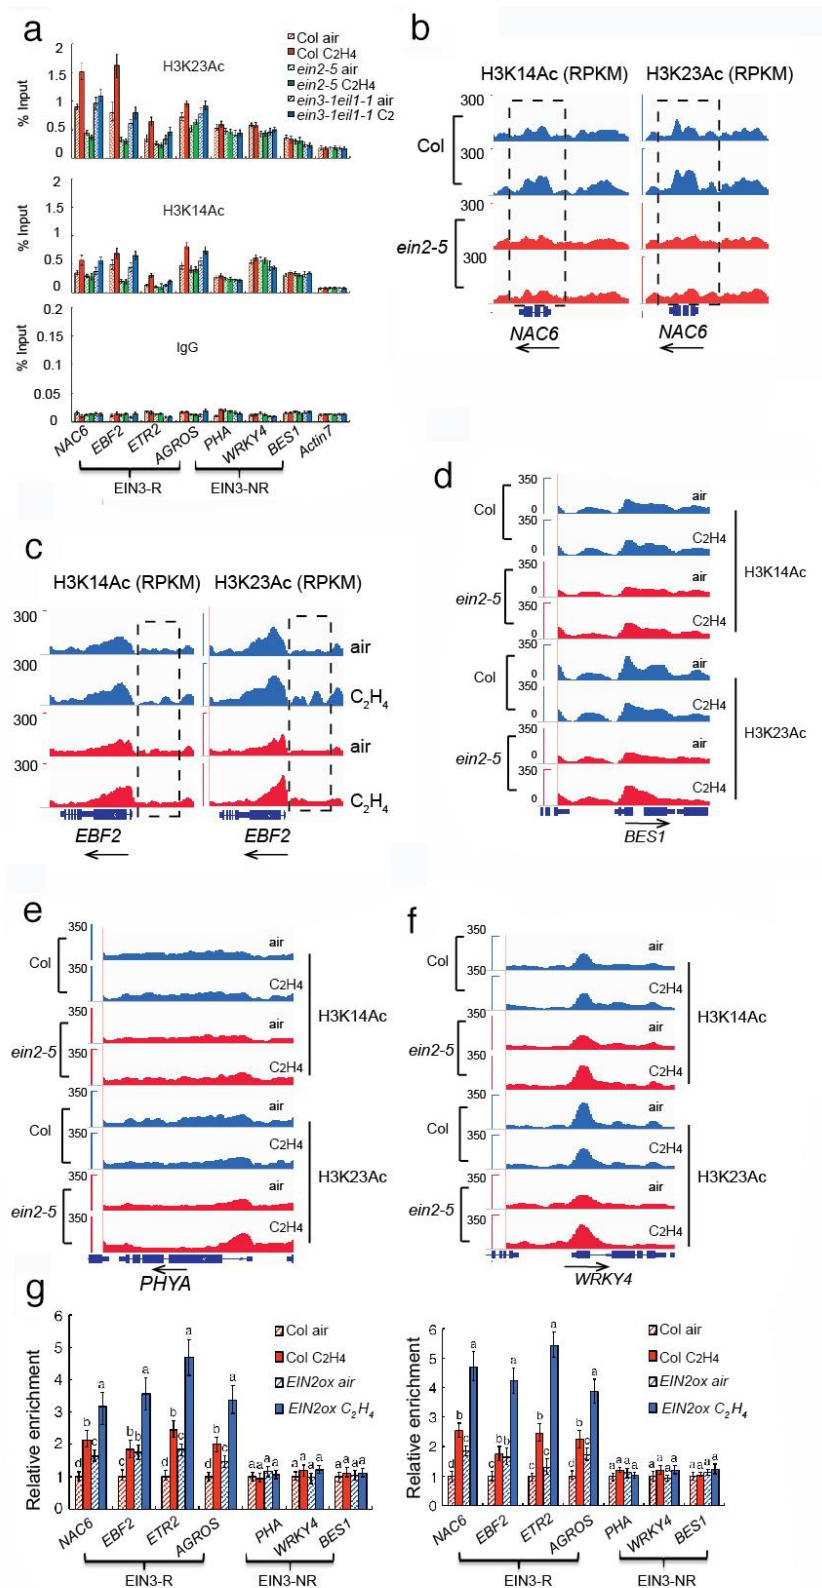

Supplementary figure 2. (a) ChIP quantitative real time PCR detection of H3K14Ac and

H3K23Ac enrichment in Col-0, *ein2-5*, *ein3-1eil1-1* treated with air or ethylene gas. Precipitation with IgG preimmune serum served as a control. Data represent the ChIP enrichment relative to input. Each experiment has three biology replicates with similar result. (b-f) Standard ChIP-seq assays showing that the elevated enrichment of H3K14Ac and H3K23Ac in T-R and T-NR genes in Col-0 treated with ethylene. Binding levels are indicated by reads per kilobase per million reads in sample (RPKM). Col-0 seedlings grown in the dark for 3 days with or without ethylene treatment for ChIP-seq. (g). ChIP quantitative real time PCR detection of H3K14Ac and H3K23Ac enrichment in Col-0, *ENAP1ox* treated with air or ethylene gas. Precipitation with IgG preimmune serum served as a control. Data represent the ChIP enrichment relative to input. Each experiment has three biology replicates with similar result.

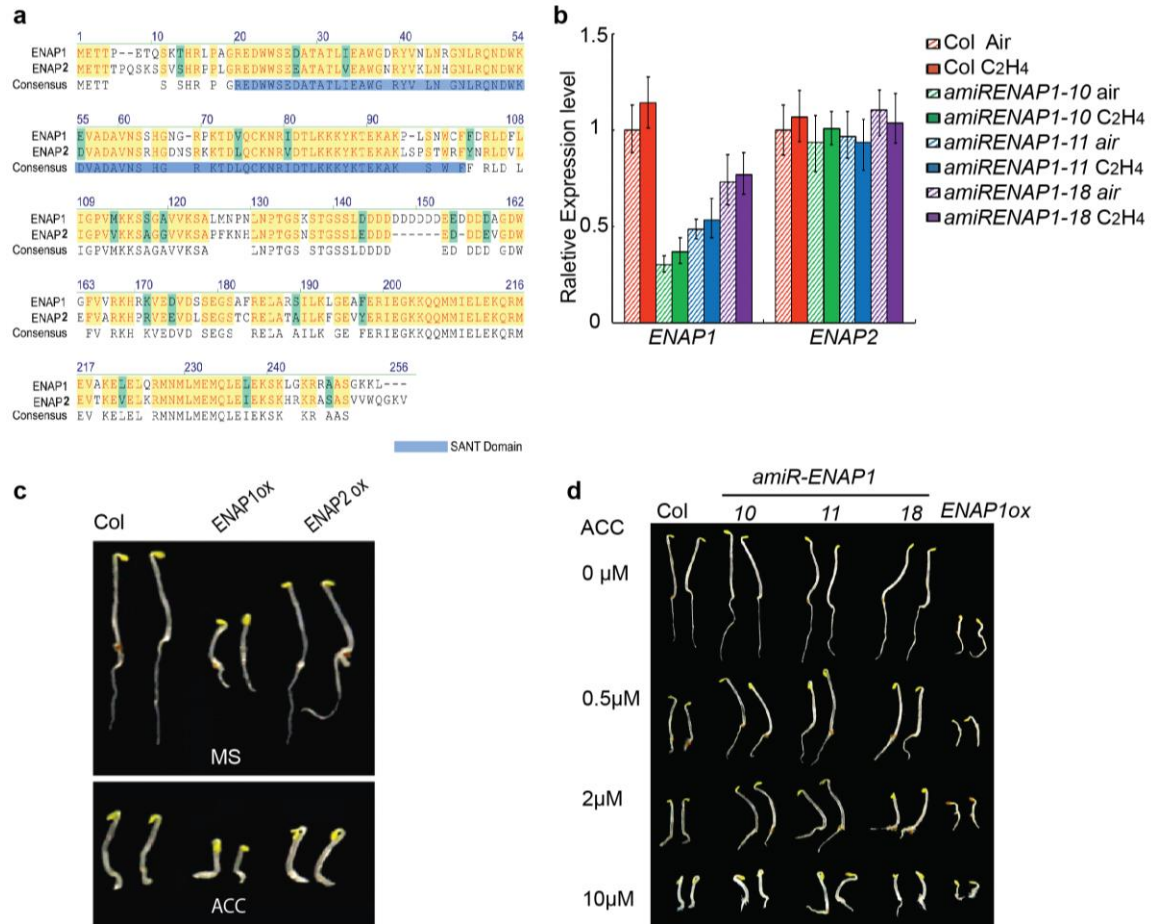

Supplementary figure 3. (a) Alignment of ENAP1 and ENAP2 at amino acid level showing the similarity of the two proteins. (b) Quantitative PCR assay shows artificial microRNA knock down gene expression of ENAP1, not ENAP2. Total RNAs were extracted from 3-day old etiolated seedlings of the plants indicated in the figure. (c-d) Ethylene response phenotype of *ENAP1* gain function (*ENAP1ox*) and independent knocking-down mutants of *amiR-ENAP1*. Ethylene response phenotype of 3-d-old etiolated seedlings of *ENAP1ox*, *amiR-ENAP1* plants were grown on MS with or without 10μM ACC before photographed.

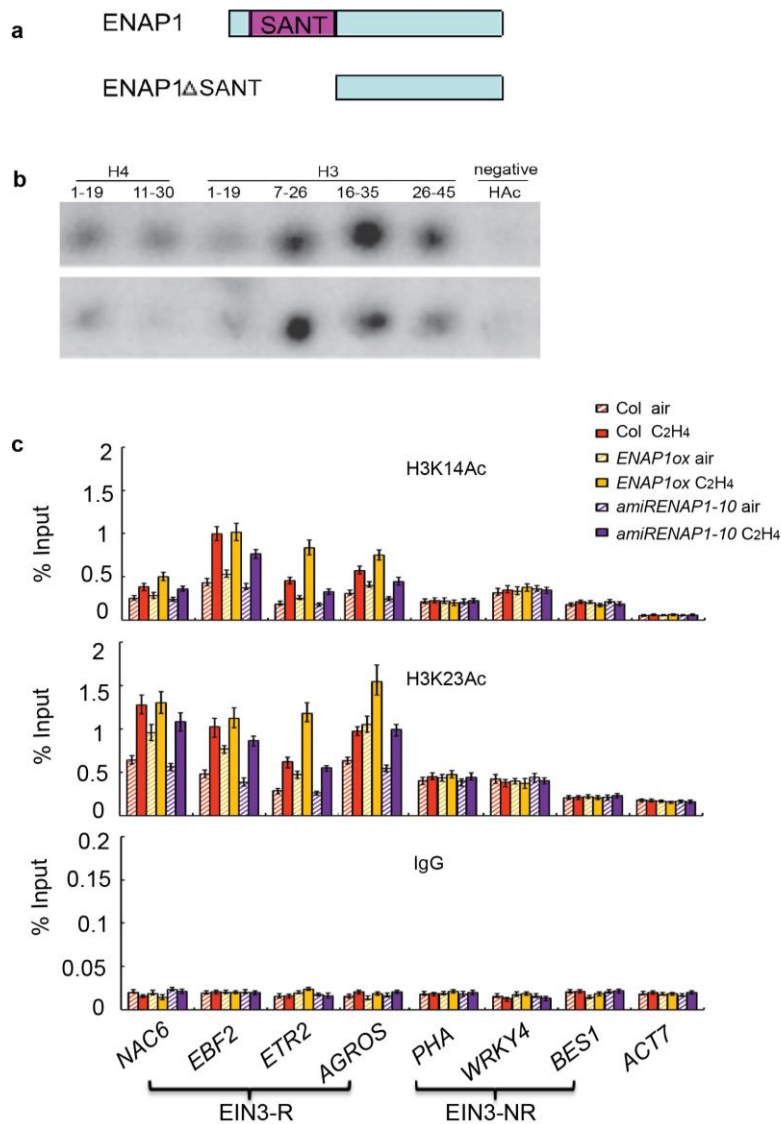

Supplementary figure 4. ENAP1 interacts with Histone H3 and regulate histone acetylation of H3K14 and H3K23. (a) Diagram showing the construct for expression the fully length of ENAP1 and the truncated ENAP1 without SANT domain (ENAP1 $\Delta$ SANT). (b) Dot blot detecting ENAP1 with different histone peptides. Commercial histone peptides were spotted on nitro cellular membrane and the blotting was done using purified ENAP1 as probe. (c) ChIP quantitative real time PCR detection of H3K14Ac and H3K23Ac enrichment in Col-0, *ENAP1ox* and *amiRENAP1* treated with air or ethylene gas. Precipitation with IgG preimmune serum served as a control. Data represent ChIP enrichment relative to input. Each experiment has three biology replicates with similar result.

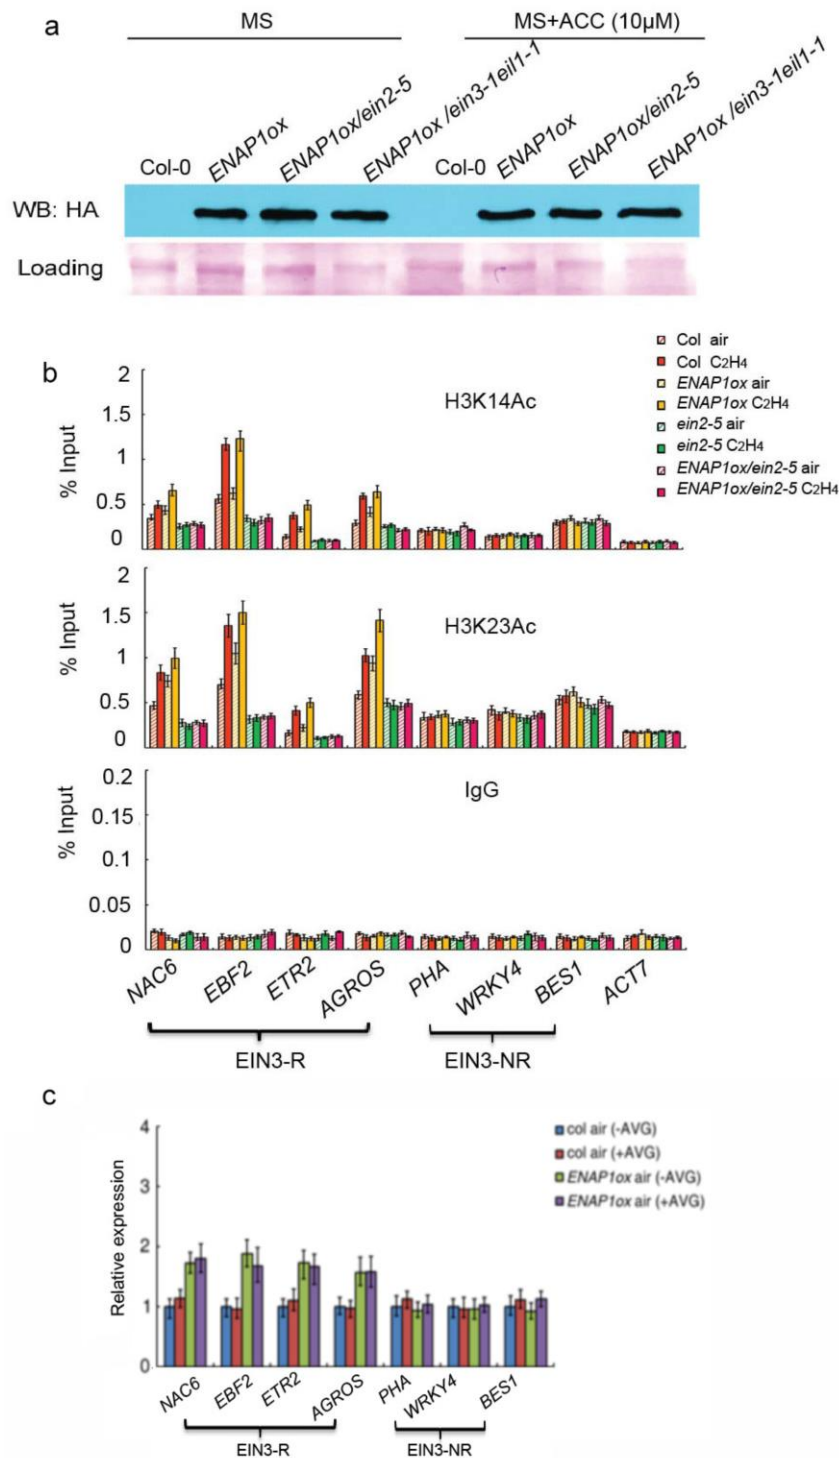

Supplementary figure 5. ENAP1 plays its roles in ethylene in an EIN2 dependent manner. (a) Western blot of ENAP1 showing the protein level of ENAP1 is not altered by ethylene, EIN2 or EIN3. The total protein extractions from 3-day old etiolated seedlings of the plants indicated in the figure subjected to immunoblotting with anti-HA antibody. (b) ChIP quantitative real time PCR detection of H3K14Ac and H3K23Ac enrichment in Col-0,

*ENAP1ox* and *ENAP1ox/ein2-5* treated with air or ethylene gas. Precipitation with IgG preimmune serum served as a control. Data represent the ChIP enrichment relative to input. Each experiment has three biology replicates with similar result. (c) quantitative real time PCR detection of gene expression in Col-0 and *ENAP1ox* grown on MS with or without AVG, showing that ethylene biosynthesis is not influenced in *ENAP1ox*.

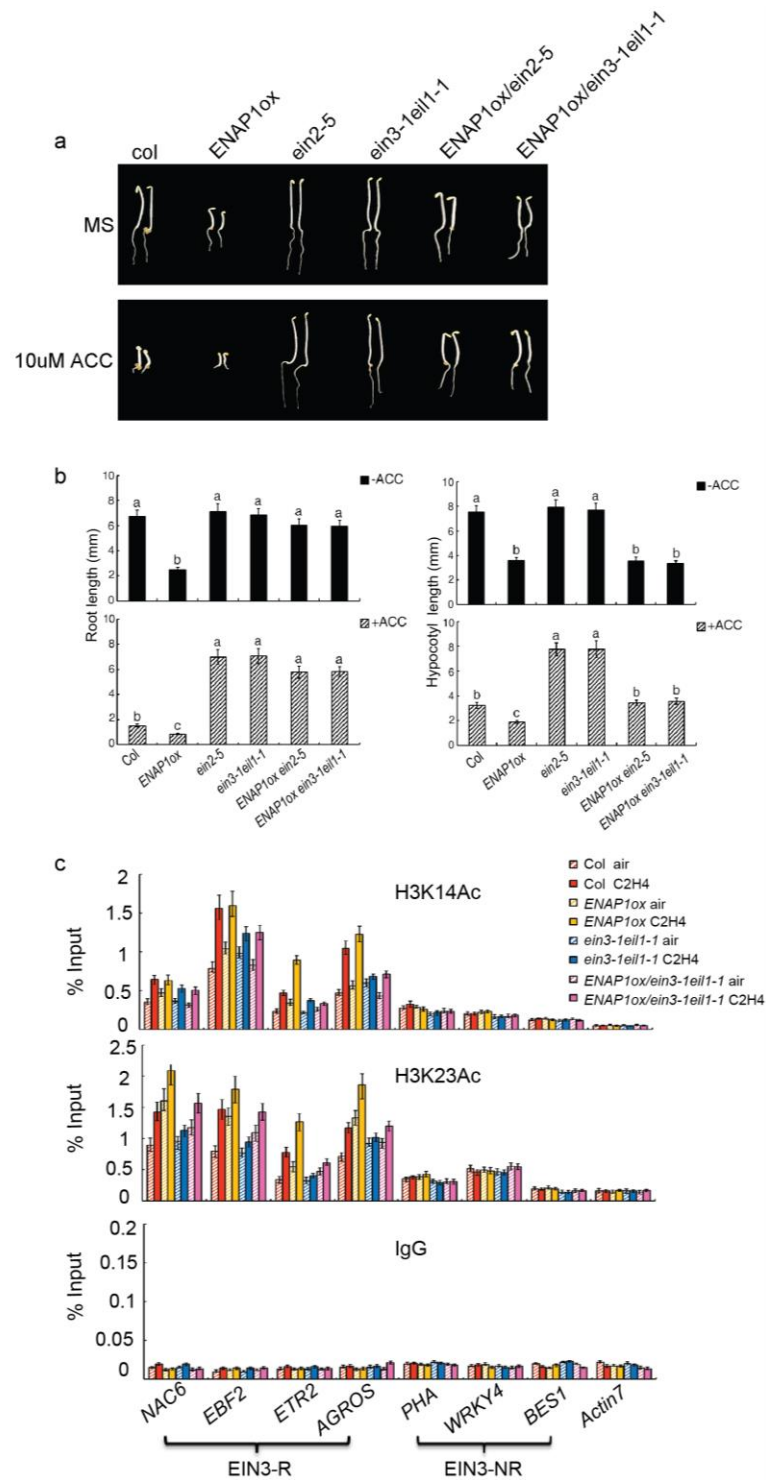

Supplementary figure 6. EIN3 is required for the function of ENAP1 (a) The ethylene response phenotype of *ENAP1ox* in *ein3-1eil1-1* mutant. The 3-day old etiolated seedlings of the plants indicated in the figure were grown on MS with (right panel) or without (left panel) 10μM ACC before photographed. (b) Measurement of the roots,

hypocotyls of 3-day old seedlings of the plants indicated grown on MS with or without 10 $\mu$ M ACC. (c) ChIP quantitative real time PCR detection of H3K14Ac and H3K23Ac enrichment in Col-0, *ENAP1ox* and *ENAP1ox/ein3-1eil1-1* treated with air or ethylene gas. Precipitation with IgG preimmune serum served as a control. Data represent the ChIP enrichment relative to input. Each experiment has three biology replicates with similar result.

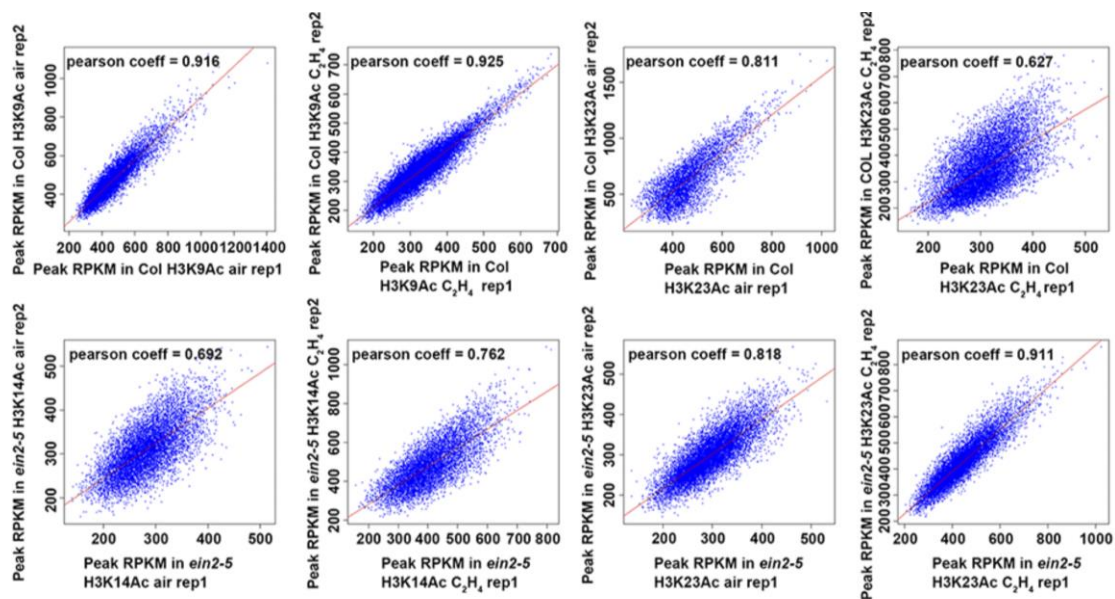

Supplementary figure 7. Pearson correlation of two biological replications of peaks as indicated in the figure. For each region that enriched histone modifications, the RPKMs for each sample were calculated and R scripts were used to analyze the correlation between samples.

Supplementary Figure 8. Original western blots, the black frames indicating the portion showed in main figures.

Figure 1a

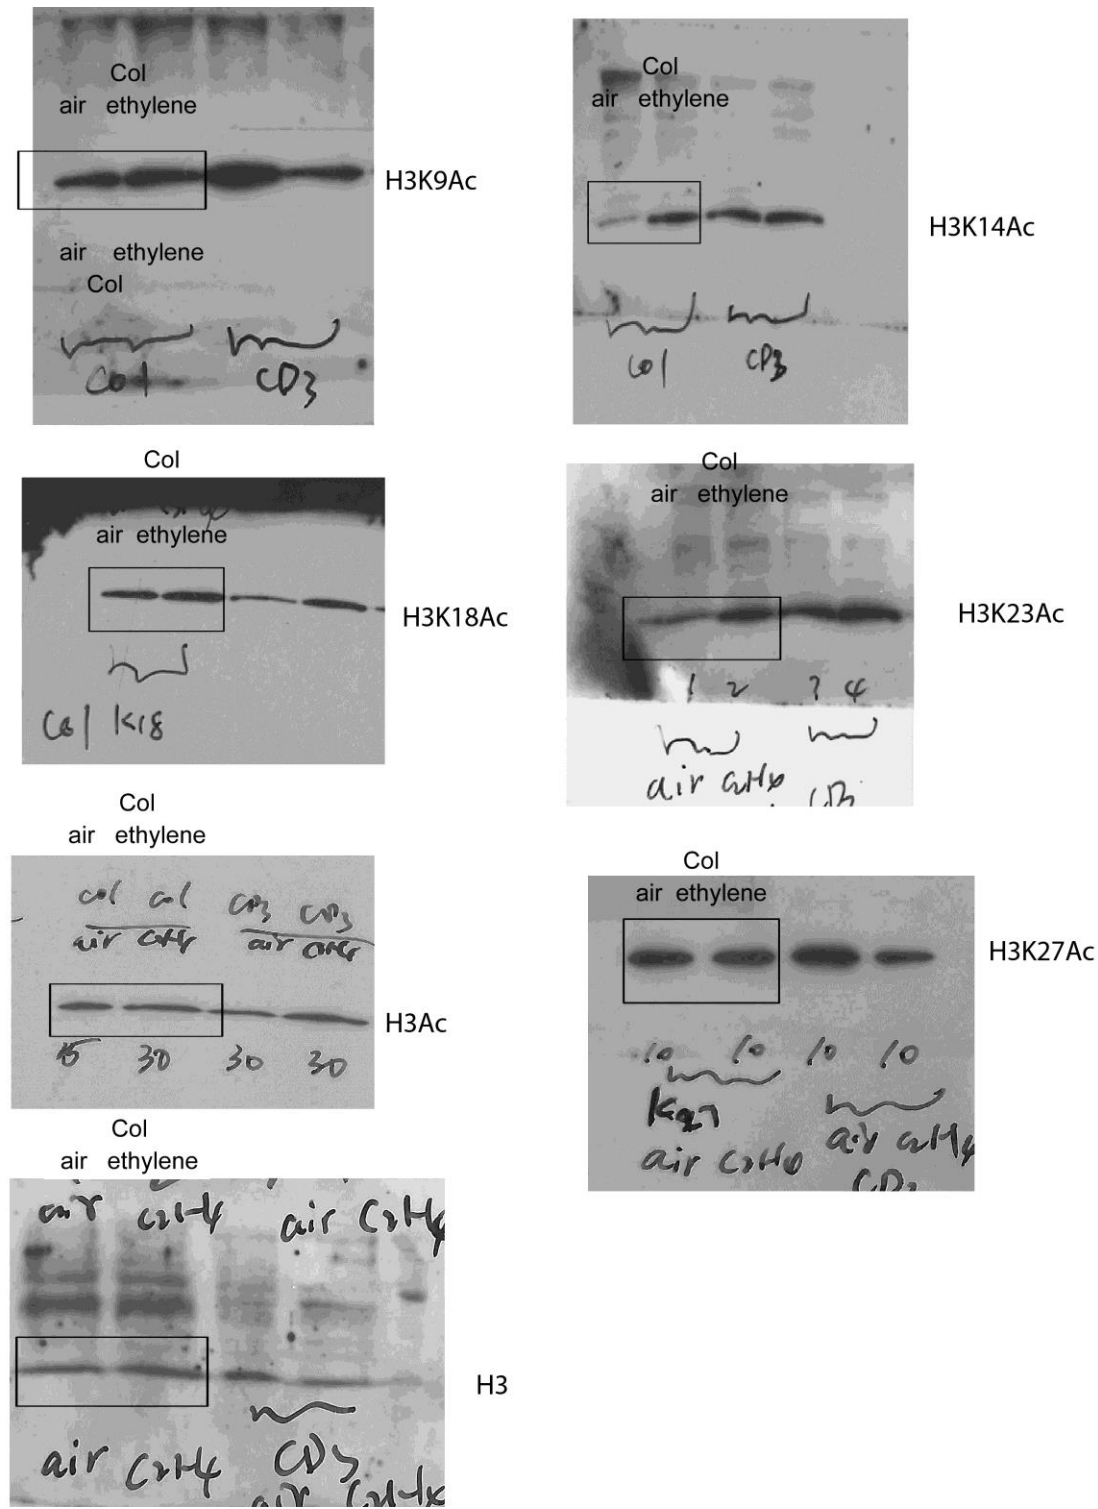

Figure 3B

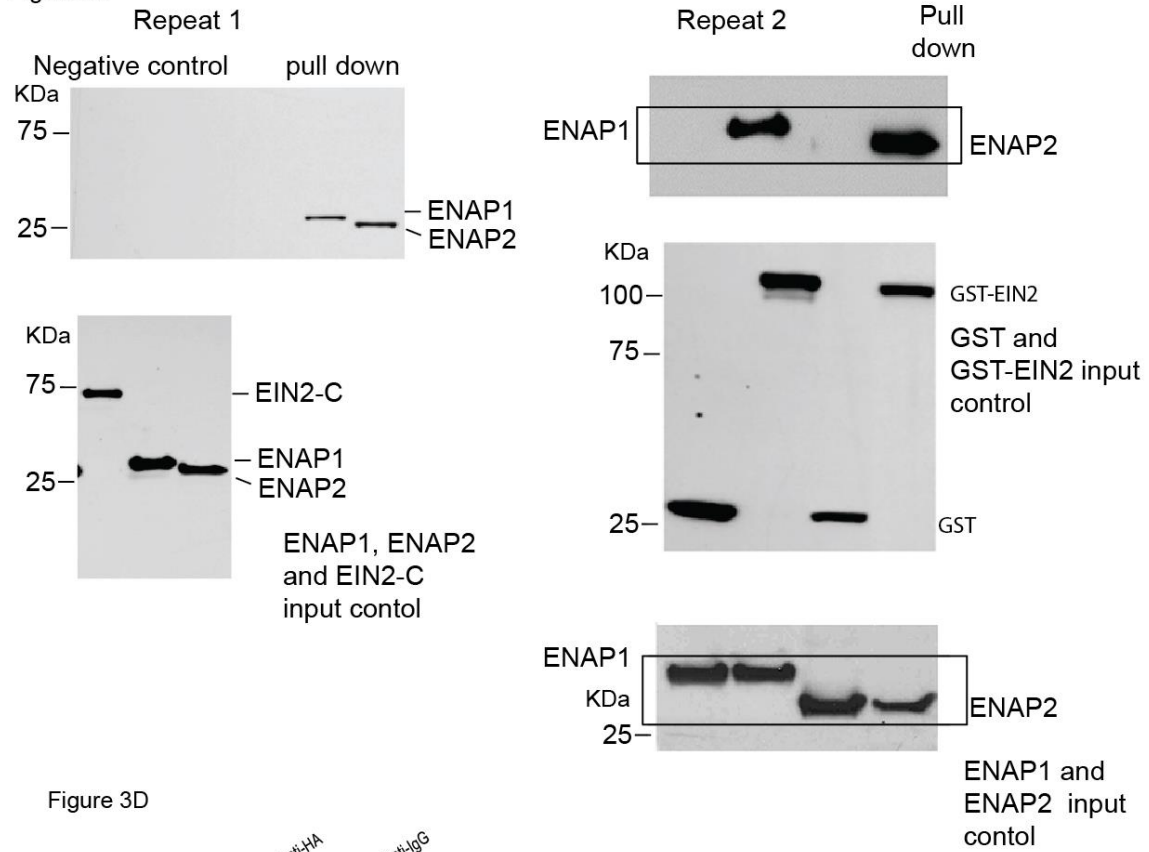

Figure 3D

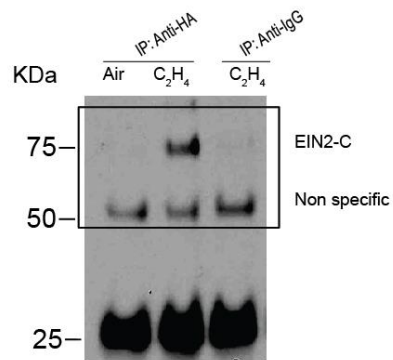

Figure 4A

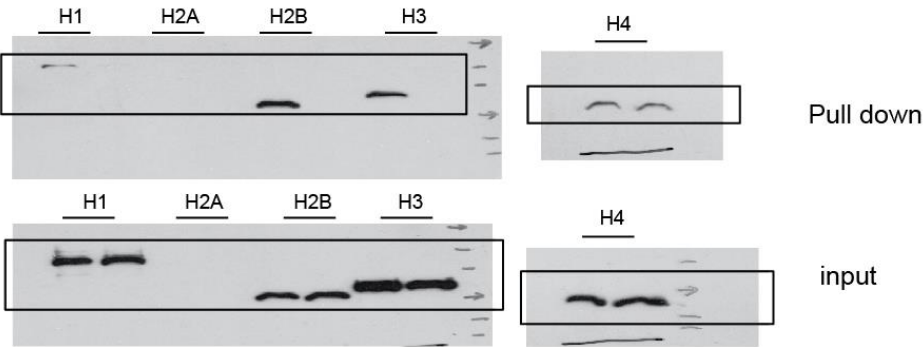

Figure 4C

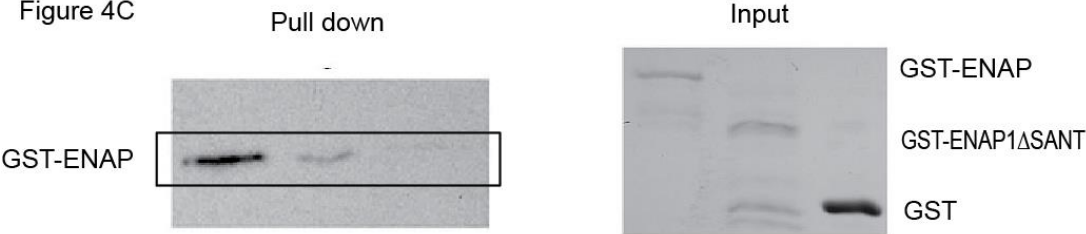

Figure 4E

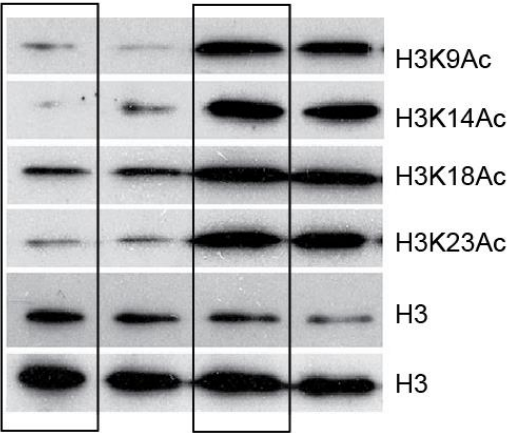

Figure 6B

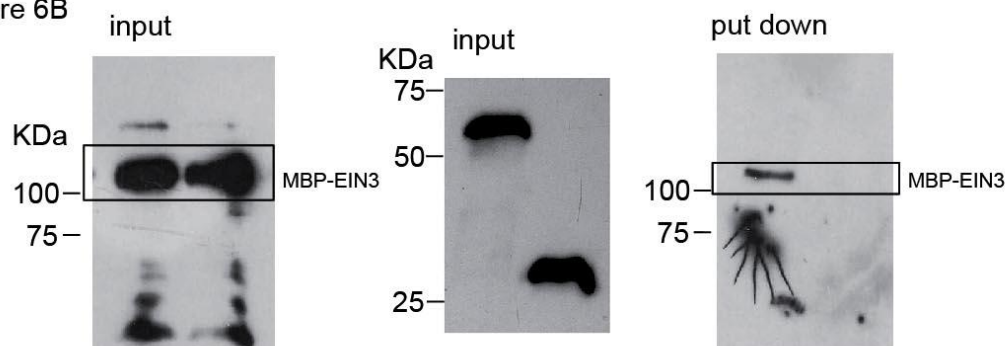

Figure 6C

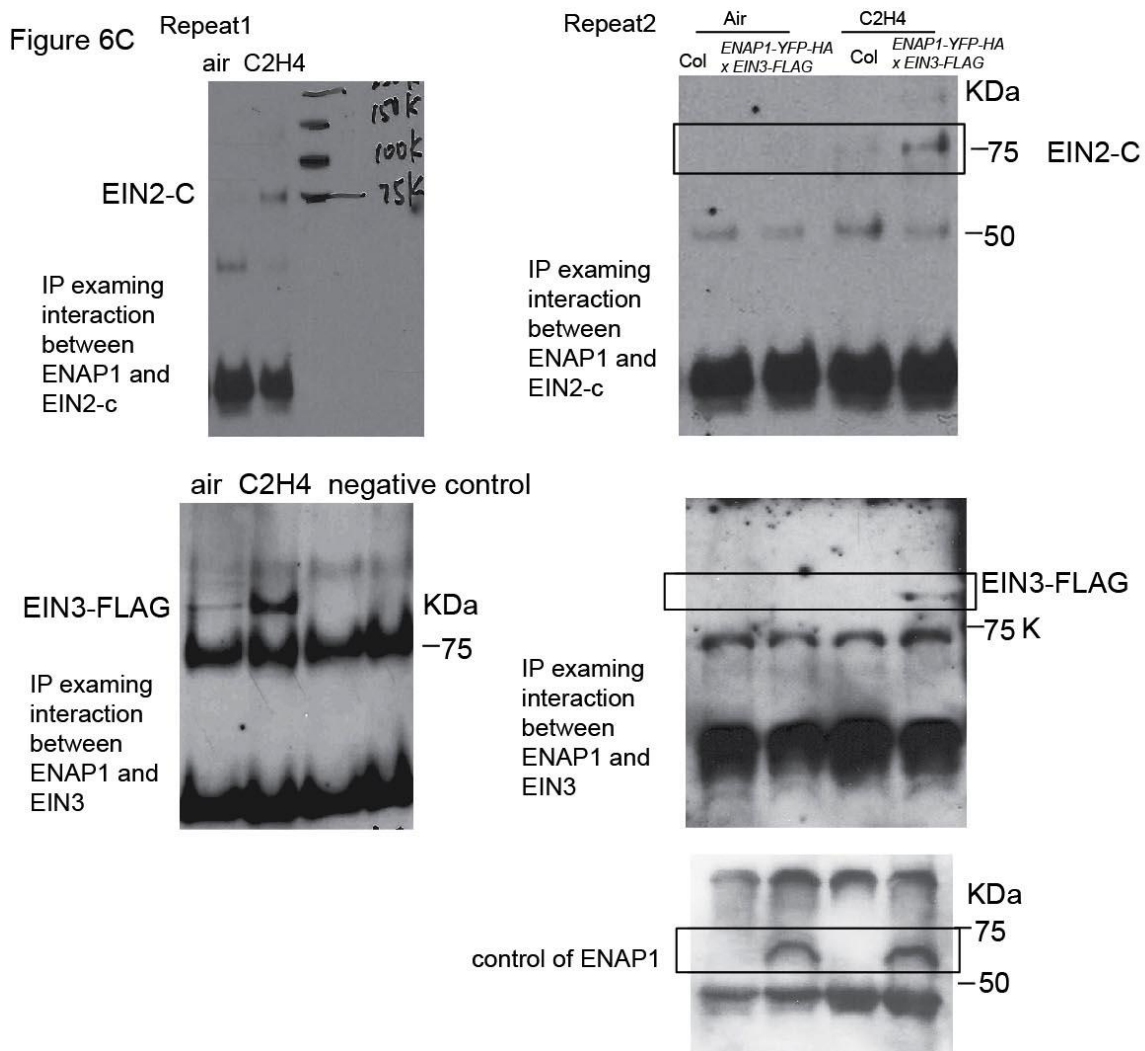

Supplementary Table 1: Primers for qPCR and ChIP-PCR

| Primer Name        | Sequence                  | Purpose   |
|--------------------|---------------------------|-----------|
| NAC6 ChIP-qPCR F   | TAGAGAGGAGCTTCGTTGCTC     | ChIP-qPCR |
| NAC6 ChIP-qPCRR    | GTTTGGAGACGAAGAGGGAAG     | ChIP-qPCR |
| EBF2 ChIP-qPCR F   | AACTTCCACCGTACACCTCTC     | ChIP-qPCR |
| EBF2 ChIP-qPCRR    | GAACCCTAGAAGATTAGGGC      | ChIP-qPCR |
| ETR2 ChIP-qPCR F   | CTTCTATGAGAGGAAGATCGGAATG | ChIP-qPCR |
| ETR2 ChIP-qPCR R   | GATCTCTCATCGACCTGTGAAAT   | ChIP-qPCR |
| AGROS ChIP-qPCR F  | CCTTGTGATTGTGGAGGAAGA     | ChIP-qPCR |
| AGROS ChIP-qPCR R  | GGCTGACAAATGTGAGGAGA      | ChIP-qPCR |
| PHYA ChIP-qPCR F   | GCATTCGCTTGTATGACTGGTG    | ChIP-qPCR |
| PHYA ChIP-qPCR R   | TCCTGACACAGAGACAAGAC      | ChIP-qPCR |
| WRKY4 ChIP-qPCR F  | CCAGATCCGTTTTAAGACCAG     | ChIP-qPCR |
| WRKY4 ChIP-qPCR R  | TGAATCCGTGTCGTGTTTCG      | ChIP-qPCR |
| BES1 ChIP-qPCR F   | CAGCTCCTTTTCTTACACAG      | ChIP-qPCR |
| BES1 ChIP-qPCR R   | CGTGTCGATGATGAATGGTG      | ChIP-qPCR |
| Actin7 ChIP-qPCR F | CGGGCTAATTCATTTGAACC      | ChIP-qPCR |
| Actin7 ChIP-qPCR R | GGTGACCTGGCTTTCACACT      | ChIP-qPCR |
| NAC6 qF            | CTCTGTTTTACTCGGATCCTC     | qPCR      |
| NAC6 qR            | ACGAATCACGACCGTCGAAAG     | qPCR      |
| EBF2 qF            | TGATGTTGGTCTTGGTGCTGTTGC  | qPCR      |
| EBF2 qR            | ATTCCAGGACACCGTGAAAGGTCA  | qPCR      |
| ETR2 qPCR F        | GGAGTTGTGAGAAAGCCAGTGG    | qPCR      |
| ETR2 qPCR R        | GAGAAGTTGGTCAGCTTGC       | qPCR      |
| AGROS qPCR F       | TGGTCTAACGGCATCTCTG       | qPCR      |
| AGROS qPCR R       | GAGAAGAAGGCATGAAGGC       | qPCR      |
| PHYA qPCR F        | GTTAGCCGGAAACTGGTGAAG     | qPCR      |
| PHYA qPCR R        | CTACTTGTTTGCTGCAGCG       | qPCR      |
| WRKY4 qPCR F       | GCTAAATCAAGCAGCCATGC      | qPCR      |
| WRKY4 qPCR R       | AACGGGCTGTTGCTGCTGCTGT    | qPCR      |
| BES1 qPCR F        | GCAGCAATCCAAGAGATTGG      | qPCR      |
| BES1 qPCR R        | CAAGCGTGAGCTCTAGATC       | qPCR      |
| UBQ1 qPCR F        | TTCCTTGATGATGCTTGCTC      | qPCR      |
| UBQ1 qPCR R        | TTGACAGCTCTTGGGTGAAG      | qPCR      |

Supplementary Table 2: Summary of reads and peaks in different samples.

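The table counts uniquely mapped reads, and does not say whether duplicates are among them, while the peak lists state the tags that MACS2 used after duplicates were removed. The tags of the Col-0 air IgG control are 10.5% of the paper's uniquely mapped reads of that library. For the other IgG controls the share is 50.3% in Col-0 with ethylene, 52.2% in *ein2-5* air and 52.8% in *ein2-5* with ethylene. The tags of the 10 pooled ChIP lists lie between 76.9% and 92.8% of the paper's reads.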

| Sample_ID                                          | Total number of reads | Unique mapped reads | % unique mapped reads | Diff_peaks without cutoff (C <sub>2</sub> H <sub>4</sub> /air) |                |
|----------------------------------------------------|-----------------------|---------------------|-----------------------|----------------------------------------------------------------|----------------|
|                                                    |                       |                     |                       | Up-regulated                                                   | Down-regulated |
| Col_C <sub>2</sub> H <sub>4</sub> _IgG             | 43265142              | 20840723            | 48.17                 |                                                                |                |
| Col_air_IgG                                        | 55081643              | 23179111            | 42.08                 |                                                                |                |
| Col_H3K9Ac_C <sub>2</sub> H <sub>4</sub> _rep1     | 22172156              | 18651798            | 84.12                 | 15163                                                          | 13619          |
| Col_H3K9Ac_C <sub>2</sub> H <sub>4</sub> _rep2     | 20601350              | 17432693            | 84.62                 |                                                                |                |
| Col_H3K9Ac_air_rep1                                | 19953603              | 16633710            | 83.36                 |                                                                |                |
| Col_H3K9Ac_air_rep2                                | 22809256              | 19536260            | 85.65                 |                                                                |                |
| Col_H3K14Ac_C <sub>2</sub> H <sub>4</sub>          | 41228515              | 24543770            | 59.53                 | 12714                                                          | 5614           |
| Col_H3K14Ac_air                                    | 22781109              | 18289996            | 80.29                 |                                                                |                |
| Col_H3K23Ac_C <sub>2</sub> H <sub>4</sub> _rep1    | 36274865              | 28974579            | 79.88                 | 11081                                                          | 6881           |
| Col_H3K23Ac_C <sub>2</sub> H <sub>4</sub> _rep2    | 19454562              | 15135595            | 77.8                  |                                                                |                |
| Col_H3K23Ac_air_rep1                               | 30136791              | 24242184            | 80.44                 |                                                                |                |
| Col_H3K23Ac_air_rep2                               | 17247705              | 13508694            | 78.32                 |                                                                |                |
| ein2-5_C <sub>2</sub> H <sub>4</sub> _IgG          | 17931071              | 8204864             | 45.76                 |                                                                |                |
| ein2-5_air_IgG                                     | 41350476              | 26216724            | 63.4                  |                                                                |                |
| ein2-5_H3K14Ac_C <sub>2</sub> H <sub>4</sub> _rep1 | 25928061              | 22649514            | 87.36                 | 7706                                                           | 9589           |
| ein2-5_H3K14Ac_C <sub>2</sub> H <sub>4</sub> _rep2 | 29112612              | 25310920            | 86.94                 |                                                                |                |
| ein2-5_H3K14Ac_air_rep1                            | 20978999              | 16797682            | 80.07                 |                                                                |                |
| ein2-5_H3K14Ac_air_rep2                            | 19318232              | 15017654            | 77.74                 |                                                                |                |
| ein2-5_H3K23Ac_C <sub>2</sub> H <sub>4</sub> _rep1 | 18607436              | 16015424            | 86.07                 | 10680                                                          | 12441          |
| ein2-5_H3K23Ac_C <sub>2</sub> H <sub>4</sub> _rep2 | 26857786              | 23570931            | 87.76                 |                                                                |                |
| ein2-5_H3K23Ac_air_rep1                            | 27366957              | 22222486            | 81.2                  |                                                                |                |
| ein2-5_H3K23Ac_air_rep2                            | 25866283              | 20272199            | 78.37                 |                                                                |                |

Supplementary Table 3: Quality control of ChIP-seq:

|                                    | Col_H3K9Ac |       | Col_H3K23Ac |       | <i>ein2-5</i> _H3K14Ac |       | <i>ein2-5</i> _H3K23Ac |       |
|------------------------------------|------------|-------|-------------|-------|------------------------|-------|------------------------|-------|
|                                    | air        | C2H4  | air         | C2H4  | air                    | C2H4  | air                    | C2H4  |
| rep1_total_peaks                   | 11641      | 18034 | 5347        | 13946 | 10326                  | 8540  | 14520                  | 13076 |
| rep2_total_peaks                   | 11928      | 18256 | 9817        | 17074 | 15106                  | 12043 | 14759                  | 12150 |
| rep1_overlapped_peaks<br>with rep2 | 10908      | 17321 | 4559        | 11562 | 7986                   | 7551  | 11768                  | 11213 |
| percentage of<br>overlap           | 0.94       | 0.96  | 0.85        | 0.83  | 0.773                  | 0.883 | 0.813                  | 0.86  |

How the deposited data were processed for this re-analysis (not part of the article)

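Chromatin from 3-day-old etiolated Col-0 and *ein2-5* seedlings, treated with air or with 10 p.p.m. ethylene for 4 h, was immunoprecipitated with antibodies against H3K14Ac, H3K23Ac and, in Col-0 only, H3K9Ac, and sequenced in 18 ChIP libraries and 4 IgG libraries. The authors mapped the reads with Bowtie2 2.1.0 to TAIR10, removed duplicates with SAMtools, pooled replicate libraries and called peaks with MACS2 2.1.0.20150603. They used no fragment model, a fragment length of 200 bp, an effective genome size of 130000000 bp and a P threshold of 0.01. The 10 deposited peak lists hold, for each peak, the authors' pileup at the summit (a coverage signal scaled to the smaller library), the fold enrichment over the local background (a ratio), and the −log10 of the P and q values. The IgG control was the smaller library in every list, and the ChIP tags were scaled down to it. Each list was assigned to its condition from its sample labels, and its control was taken to be the IgG library of the same genotype and treatment. This match is in doubt for Col-0 air, where the control tags are 10.5% of the paper's reads, and the common control depth rests on the tags stated for that control. The lists also state that q was not calculated although the column holds values, and these were used as q. No per-sample columns remained unassigned.

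The lists hold 105488 peaks, all on chromosomes 1 to 5. The local background at a summit was recovered from pileup and fold enrichment, and the −log10 P recomputed from it by a Poisson distribution had a median error of at most 0.000843 per list. Control depth ranged from 2438541 to 13683768 tags, a factor of 5.61. Lists were compared by overlap of at least 1 bp, and fold enrichment and pileup were never compared between lists. Chance overlap was taken from 1000 rounds in which peaks of 1 list were shifted together around each chromosome. Shares of peaks have 95% Wilson intervals, which cover counting error only. With 1 list per condition the lists themselves allow no replicate check, and no P value was computed across peaks. The paper's replicate peak numbers (Supplementary Table 3) were used to judge how far list lengths differ between replicates.

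Genes within 2 kb of a peak, the paper's rule, were counted among 27444 protein-coding genes of an annotation of the TAIR10 assembly that is newer than the paper's. The named genes were fixed as those for which the paper shows ChIP-seq or ChIP-qPCR of these marks, *NAC6*, *EBF2*, *ETR2* and *ARGOS* (EIN3-R), *PHYA*, *WRKY4* and *BES1* (EIN3-NR) and the control *ACT7*, with every peak within 2 kb reported. *ARGOS* is spelled AGROS in the paper's figures. Amplicons were placed by exact matches of the primers in Supplementary Table 1.

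The alternatives were a q under 0.05, a fold enrichment of at least 2, peaks merged within 200 bp, base pairs covered in place of peak numbers, lists of equal length by −log10 P, an overlap of 50% of the peak, a summit inside the other peak, gene windows of 1 kb and 0 kb, and random placement of single peaks. In an added alternative, pileup and background at each summit were scaled to 2438541 control tags and peaks with a Poisson P of at most 0.01 were kept. The overlap code gave 0 mismatches over 6000 peaks of simulated lists, and the scaling was tested on 200000 simulated sites. Read densities and *M* values, GO enrichment and overlap with published EIN3 targets were left out, since they need reads or complete gene lists that were not used here. Scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, biopython 1.88 and matplotlib 3.10.9.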

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

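The tests on these results were all chosen only after the results had been seen.

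The number of H3K14Ac peaks with ethylene was 5.09 times that in air in Col-0 and 0.847 times that in air in *ein2-5*. For H3K23Ac these ratios were 2.58 and 0.893. These 4 values were flagged because the genotypes move in opposite directions, but each rests on 1 pooled list per condition and the difference between genotypes was not tested. In Col-0 the ethylene control is the deeper one and in *ein2-5* the air control is, so the lists with more peaks are those with the deeper IgG control in both genotypes. The fall of H3K14Ac in *ein2-5* is smaller than the difference between the paper's replicate lists of that mark, whose lengths have a ratio of 1.46 in air and 1.41 with ethylene. Yet the replicate lists of the same number both fell, to 0.827 and 0.797 of the air list, although the paper does not say whether these numbers pair the libraries. With 1 IgG library per treatment, the replicate lists do not test control depth. The fall of H3K23Ac is larger than the replicate ratios of 1.02 and 1.08 for that mark, and the lists of the same number fell to 0.901 and 0.823. The *ein2-5* ethylene lists had 1.304 times the ChIP tags of the air lists for H3K14Ac and 0.851 times for H3K23Ac. For H3K14Ac, ChIP depth and treatment cannot be told apart as causes of the fall. The replicate libraries of that mark, which also differ in depth, differ in list length more than these lists do. For H3K23Ac in *ein2-5*, the deeper replicate had 0.984 times the peaks of the shallower one in air and 0.929 times with ethylene. These replicates therefore give no sign that a shallower library has fewer peaks, but they are too few to rule out ChIP depth as a cause. The ratios in *ein2-5* at the common control depth were 2.88 for H3K14Ac and 2.74 for H3K23Ac, so the fall is no longer there, and a shallower control in the ethylene lists stays open as the whole cause. For the rise in Col-0, the ratio of H3K14Ac peaks at the common control depth was 2.30. This is above the largest ratio between the paper's replicate lists of any mark, 1.84, while H3K14Ac itself has 1 library per treatment. The scaling thus did not remove the rise. With 1 IgG library per treatment, replicate ratios do not show how far a change of control moves a list after scaling, so control depth is not ruled out as the whole cause. For H3K23Ac the ratio at the common control depth was 1.17, within the ratio of 1.84 between the paper's replicate lists in air. Control depth may therefore be the whole cause of the longer H3K23Ac list. The ethylene lists in Col-0 also had 1.33 times the ChIP tags for H3K14Ac and 1.17 times for H3K23Ac. Among the paper's replicate libraries, whose reads differ by up to 1.91 times, the deeper one had more peaks in 2 of 8 conditions and at most 1.41 times as many. For Col-0 H3K23Ac, 1.79 times the reads went with 0.545 times the peaks in air, and 1.91 times the reads with 0.817 times the peaks with ethylene. The rises of 5.09 and 2.58 times exceed these ratios, which argues against ChIP depth as the whole cause. An effect of ethylene, of the loss of EIN2, or of both stays open and untested in these lists, and the *M* values, which rest on read densities, were not recomputed.

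In Col-0, 7685 H3K9Ac peaks of the ethylene list overlapped no air peak. They were flagged because the paper, which reports differential peaks and tracks of this mark, does not discuss them as a set. A ChIP library of another depth is argued against, since the ethylene list had 1.00 times the ChIP tags of the air list. With both lists at the common control depth, the ethylene list was still 1.33 times as long as the air list. This is above the ratio of 1.02 between the paper's replicate lists, so the scaling did not remove the rise. With 1 IgG library per treatment, the replicate ratio does not show how far a change of control moves a list after scaling. Control depth is therefore not ruled out as the whole cause. That setting left 4395 ethylene peaks and 416 air peaks unshared, so 7685 is not a number of regions that gained the mark. A difference between the IgG libraries other than depth, and an effect of ethylene on H3K9Ac, both stay open, and neither was tested.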

How the results depend on the processing

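All alternatives but 1 were set before the data were examined. The common control depth was chosen after the control tags behind each list had been seen. No paired analysis was possible because the authors pooled the replicate libraries of each condition before they called the deposited peaks, and leaving out each replicate was not run for the same reason. The paper's Supplementary Table 3 gives the lengths of replicate lists and how far the 2 of a condition overlap. Between lists of the same number, the ratio of ethylene to air peaks was on the same side of 1 as in the pooled lists for every mark and genotype listed there. Those lists hold the same reads as the pooled ones, so this is no independent check. With 1 IgG library per genotype and treatment, it does not test control depth. Each replicate list was also longer than the pooled list of its condition. The share of 'response to ethylene stimulus' genes near a peak, with its alternatives, was not run either, because the copies of Supplementary Data 2e and 2f hold 30 whole gene identifiers each, of the paper's 70 and 74. Values are given in the order Col-0 H3K9Ac, H3K14Ac and H3K23Ac, then *ein2-5* H3K14Ac and H3K23Ac, unless stated otherwise.

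The number of ethylene peaks over air peaks was 1.67, 5.09, 2.58, 0.847 and 0.893. It stayed above 1 in Col-0 under all 5 alternatives and below 1 in *ein2-5* under 3 of them, with values of 2.23, 6.29, 3.09, 0.885 and 0.921 for base pairs covered and 1.67, 4.97, 2.56, 0.851 and 0.896 with peaks merged within 200 bp. With q under 0.05 the values were 2.05, 11.4, 4.09, 0.681 and 0.796. With a fold enrichment of at least 2 they were 1.54, 2.81, 1.46, 1.92 and 1.94, and at the common control depth 1.33, 2.30, 1.17, 2.88 and 2.74, so both *ein2-5* values reversed under these 2 settings. For the common control depth, the setting scales every list to 1 control depth and changes nothing else; for the fold filter, the cause was not tested.

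The number of *ein2-5* peaks over Col-0 peaks was 3.11, 0.518, 2.44 and 0.842 for H3K14Ac in air and with ethylene, then H3K23Ac in air and with ethylene. Covered base pairs and merged peaks kept the direction of all 4. With q under 0.05 the values were 6.69, 0.398, 3.86 and 0.750, and with a fold enrichment of at least 2 they were 1.07, 0.734, 0.937 and 1.24, which reversed both H3K23Ac values, and the cause was not tested. At the common control depth they were 0.743, 0.927, 0.661 and 1.54, which reversed all but H3K14Ac with ethylene.

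The ethylene list held 99.7%, 98.6%, 93.6%, 39.4% and 40.3% of the unshared peaks. With q under 0.05 this was 99.9%, 99.6%, 96.5%, 29.5% and 34.1%, and with a peak shared only where its summit lay inside a peak of the other list, 99.5%, 98.4%, 93.2%, 40.1% and 40.8%. In lists of equal length it was 55.5%, 50.7%, 51.2%, 49.8% and 49.4%, where equal lengths hold it near 50% by construction. With a fold enrichment of at least 2 it was 92.2%, 87.6%, 67.8%, 75.3% and 77.4%, and at the common control depth 91.4%, 86.2%, 60.2%, 88.6% and 90.3%, with both *ein2-5* values reversed; the cause was not tested for the fold filter. Under the overlap of 50% and the merging of peaks, all 5 shares stayed within the 95% interval of the deposited lists.

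The share of ethylene peaks with no overlapping air peak was 42.7%, 81.8%, 66.7%, 33.5% and 25.5%. It became 52.1%, 91.6%, 78.5%, 33.6% and 27.1% with q under 0.05, 40.2%, 75.5%, 61.8%, 71.3% and 68.0% with a fold enrichment of at least 2, 20.2%, 54.5%, 45.5%, 39.5% and 30.9% in lists of equal length, 55.6%, 86.4%, 72.9%, 38.1% and 30.7% where 50% of the peak had to be covered, 45.4%, 83.0%, 68.3%, 36.7% and 28.6% where the summit had to lie inside, 41.5%, 81.2%, 66.0%, 33.3% and 25.4% with merged peaks and 30.7%, 68.4%, 48.8%, 74.7% and 70.4% at the common control depth. The share of air peaks with no overlapping ethylene peak was 0.204%, 5.81%, 11.7%, 43.7% and 33.7%. In the same order of settings it became 0.126%, 4.10%, 11.6%, 54.5% and 41.7%, then 5.24%, 30.1%, 42.8%, 45.0% and 38.5%, then 16.2%, 53.0%, 43.3%, 39.8% and 31.7%, then 0.362%, 7.01%, 13.0%, 47.5% and 38.7%, then 0.343%, 6.87%, 12.8%, 46.4% and 37.1%, then 0.191%, 5.91%, 11.7%, 43.1% and 33.2% and, at the common control depth, 3.86%, 25.1%, 37.8%, 27.6% and 20.6%. Stricter overlap rules raise these shares by construction, and the cause of the other changes was not tested. Placing peaks one by one instead of shifting them together left the mean chance overlap of Col-0 H3K14Ac ethylene peaks at 1.74% against 1.75%.

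The share of Col-0 ethylene-only peaks that overlapped an *ein2-5* peak was 36.6%, 34.7%, 59.4% and 55.5%, for H3K14Ac with *ein2-5* air and ethylene, then H3K23Ac. It was 39.1%, 30.1%, 61.9% and 52.4% with q under 0.05, 18.2%, 34.6%, 30.3% and 50.8% with a fold enrichment of at least 2, 35.7%, 34.7%, 44.9% and 42.6% in lists of equal length, 32.9%, 32.1%, 57.6% and 53.4% where 50% of the peak had to be covered, 34.0%, 33.1%, 57.0% and 53.2% where the summit had to lie inside, and 16.9%, 47.2%, 26.9% and 62.8% at the common control depth. The fold filter and the common control depth put *ein2-5* ethylene above *ein2-5* air, opposite to the lists as deposited; lists of equal length and the other settings did not. The cause was not tested.

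The numbers of genes within 2 kb of a peak were within 1.5 times of each other at 1 kb and 2 kb in all 10 lists. Those that moved with q under 0.05 were 2703 for Col-0 H3K14Ac air and 5688 for Col-0 H3K23Ac air, and with a fold enrichment of at least 2, 10778 for Col-0 H3K23Ac ethylene, 5570 for *ein2-5* H3K14Ac air and 7449 for *ein2-5* H3K23Ac air. At 0 kb, where a smaller window is bound to give fewer genes, they were 10022 for Col-0 H3K9Ac air, 2921 for Col-0 H3K14Ac air, 12110 for Col-0 H3K14Ac ethylene, 4702 for Col-0 H3K23Ac air, 10868 for Col-0 H3K23Ac ethylene, 8191 for *ein2-5* H3K14Ac air, 7469 for *ein2-5* H3K14Ac ethylene, 10301 for *ein2-5* H3K23Ac air and 9820 for *ein2-5* H3K23Ac ethylene. At the common control depth they were 11788 for Col-0 H3K14Ac ethylene, 10267 for Col-0 H3K23Ac ethylene, 4468 for *ein2-5* H3K14Ac air and 6333 for *ein2-5* H3K23Ac air. Of the peak counts at the 8 named genes, 22 were 0 and could not change, since no setting adds peaks. For the other 58 counts and the 6 settings, 113 values fell by more than 1.5 times or to 0 and 235 did not.

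The depth of the control limits each list. In Col-0 air, a peak at the genome-wide background needed a fold enrichment of 2.10, and a weaker one only where the local background was higher, so the absence of a peak from that list does not measure the level of the mark.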

Differences from the paper's values

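The tags of the IgG controls, as stated in the peak lists, were 2438541 in Col-0 air against the paper's 23179111 reads, 10479732 in Col-0 with ethylene against the paper's 20840723, 13683768 in *ein2-5* air against the paper's 26216724, and 4333059 in *ein2-5* with ethylene against the paper's 8204864. The paper's values are uniquely mapped reads and the tags are those left for peak calling after duplicates were removed, and the table does not say whether its reads include duplicates. None of the alternatives set before the data were examined changes a number of tags. The copies of the gene lists for the GO term 'response to ethylene stimulus' hold 30 whole identifiers for H3K14Ac against the paper's 70, and 30 for H3K23Ac against the paper's 74, because the copies end early; none of the alternatives applies to them.

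The paper gives H3K9Ac as hardly changed by ethylene, from *M* values and a western blot. The H3K9Ac ethylene list held 7685 peaks with no overlapping air peak and was 1.67 times as long as the air list. These are numbers of called peaks, a measure unlike the paper's. The controls behind them also differ, with 10479732 tags for the ethylene list and 2438541 for the air list. All 5 settings other than the lists as deposited gave ratios above 1, and the lowest, 1.33, was at the common control depth, a setting chosen after the values had been seen.

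The paper's text reports no gain of H3K14Ac or H3K23Ac at EIN3-NR genes, while the legend of its Supplementary Fig. 1f–h speaks of a gain there. H3K14Ac peaks within 2 kb of *PHYA*, *WRKY4* and *BES1* numbered 1 in air and 9 with ethylene, and H3K23Ac peaks 5 and 8. At the common control depth, chosen after the values had been seen, H3K23Ac had 5 peaks in both treatments, while H3K14Ac still had 1 and 6. Of these 6, only 2 had their summits in an EIN3-NR gene (*BES1*), and the other 4 and the air peak had theirs outside these genes. For H3K23Ac, 2 air peaks and 1 ethylene peak kept had summits in these genes, and only ethylene peaks could be lost at this setting. With a window of 0 kb, H3K14Ac had 0 and 4 peaks and H3K23Ac 2 and 3. With a fold enrichment of at least 2, H3K23Ac had 4 peaks in both treatments and H3K14Ac 1 and 6. In lists of equal length H3K23Ac had 5 and 4 peaks and H3K14Ac 1 and 2, but these lists also held 0 H3K14Ac peaks in both treatments near the EIN3-R genes, where the paper reports a gain, and 1 H3K23Ac peak in air and 3 with ethylene.

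The paper describes lower basal levels in *ein2-5* than in Col-0. In air, the *ein2-5* lists were 3.11 times as long as the Col-0 lists for H3K14Ac and 2.44 times as long for H3K23Ac. With only peaks of at least 2 fold enrichment the ratio was 1.07 for H3K14Ac and 0.937 for H3K23Ac. With q under 0.05 the ratios were 6.69 and 3.86. At the common control depth, chosen after the values had been seen, they were 0.743 and 0.661, which is the paper's direction. The paper's statement concerns EIN3-R genes. At *EBF2* the *ein2-5* air H3K14Ac list held 2 peaks and the Col-0 list 0, and the H3K23Ac lists held 1 peak in each genotype. *NAC6*, *ETR2* and *ARGOS* had no peak of either mark in air in either genotype.

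The paper reports that most differential peaks in *ein2-5* fell with ethylene. The lists as deposited have the same direction (0.847 and 0.893 times as many peaks with ethylene), but the ratios were 1.92 and 1.94 with a fold enrichment of at least 2, and 2.88 and 2.74 at the common control depth, chosen after the values had been seen.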

Other observations

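The tests here were chosen only after the results had been seen.

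In air, the *ein2-5* lists were 3.11 times (H3K14Ac) and 2.44 times (H3K23Ac) as long as the Col-0 lists. The *ein2-5* air control is the deepest of the 4 (13683768 tags) and the Col-0 air control the shallowest (2438541 tags). Both ratios fell below 1 at the common control depth, to 0.743 for H3K14Ac and 0.661 for H3K23Ac, so a deeper control behind the *ein2-5* lists may be the whole cause of their greater length. The loss of EIN2 stays open as an untested explanation of what is left.

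At the common control depth, the *ein2-5* ethylene lists were longer than the air lists by 2.88 times for H3K14Ac and by 2.74 times for H3K23Ac. Both marks use the same 2 IgG libraries, and their ratios differ by a factor of 1.05. A difference between those libraries other than depth, such as an uneven background, predicts ratios this alike. So does an effect of ethylene that does not need EIN2, and these ratios cannot tell the 2 apart. The paper's *M* values compare ChIP read densities and hold no IgG term. By these values, the paper reports that most differential peaks of *ein2-5* fell with ethylene. That is opposite to a gain that does not need EIN2, but the *M* values were not recomputed here. Unchanged sites were simulated only for the Col-0 controls, of 10479732 and 2438541 tags. There, a list called at the deep control and scaled to the shallow one held 0.952 times the peaks called at the shallow control. The natural log of the enrichment was the absolute value of a normal draw with an SD of 0.35. The scaling therefore lost few peaks in that case, and this value was not computed at the larger SDs. Both *ein2-5* lists were scaled, from 13683768 control tags in air and 4333059 with ethylene, and this case was not simulated. The setting reads the summit alone and cannot recover a peak that was not called.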
